# Progesterone differentially affects the transcriptomic profiles of cow endometrial cell types

**DOI:** 10.1186/s12864-022-08323-z

**Published:** 2022-01-27

**Authors:** Gonçalo Pereira, Yongzhi Guo, Elisabete Silva, Claudia Bevilacqua, Gilles Charpigny, Luís Lopes-da-Costa, Patrice Humblot

**Keywords:** Transcriptome, Progesterone, Endometrium, LCM, RNA-seq

## Abstract

**Background:**

The endometrium is a heterogeneous tissue composed of luminal epithelial (LE), glandular epithelial (GE), and stromal cells (ST), experiencing progesterone regulated dynamic changes during the estrous cycle. In the cow, this regulation at the transcriptomic level was only evaluated in the whole tissue. This study describes specific gene expression in the three types of cells isolated from endometrial biopsies following laser capture microdissection and the transcriptome changes induced by progesterone in GE and ST cells.

**Results:**

Endometrial LE, GE, and ST cells show specific transcriptomic profiles. Most of the differentially expressed genes (DEGs) in response to progesterone are cell type-specific (96%). Genes involved in cell cycle and nuclear division are under-expressed in the presence of progesterone in GE, highlighting the anti-proliferative action of progesterone in epithelial cells. Elevated progesterone concentrations are also associated with the under-expression of estrogen receptor 1 (*ESR1*) in GE and oxytocin receptor (*OXTR*) in GE and ST cells. In ST cells, transcription factors such as *SOX17* and *FOXA2,* known to regulate uterine epithelial-stromal cross-talk conveying to endometrial receptivity, are over-expressed under progesterone influence.

**Conclusions:**

The results from this study show that progesterone regulates endometrial function in a cell type-specific way, which is independent of the expression of its main receptor PGR. These novel insights into uterine physiology present the cell compartment as the physiological unit rather than the whole tissue.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-022-08323-z.

## Background

The bovine endometrium is composed of different cell compartments, comprising luminal epithelial (LE), glandular epithelial (GE), and stromal cells (ST), which is submitted to intense tissue remodelling during the estrous cycle, embryo implantation and puerperal involution [1, 2]. Progesterone (P4) released by the corpus luteum (CL) plays a key role regulating endometrial function and remodelling [3, 4]. At the transcriptomic level, this P4 regulation has been evaluated so far, only from the whole endometrial tissue, following luteolysis [5], comparing different oestrus cycle stages [6] or status (diestrus versus anoestrus) and type of ovulation (single versus multiple ovulation) [7]. However, as in other heterogeneous tissues, quantification of gene expression from the whole endometrium may not reflect the specific transcription of the cell compartments. Laser capture microdissection (LCM) emerged as a research tool to isolate cell populations for molecular analyses [8]. This method has been used to study the interactions between the endometrial epithelial and stromal compartments with seminal plasma in a murine model [9] and the conceptus induced regulation of endometrial function in the porcine [10], ovine [11] and equine [12] species. In the cow, recent studies based on this approach described the specific molecular signatures of endometrial stromal, glandular and luminal epithelial cells, as well as the effect of negative energy balance on the transcriptomic profiles of endometrial compartments in the mid-luteal phase [13, 14]. The above experiments revealed that the different endometrial cell types show distinct transcription patterns. The main objective of this study was to evaluate the effects of P4 on the transcription patterns of the three main bovine endometrial cell types, which, to our knowledge, have not been documented so far.

## Results

This study was performed initially while considering the main effects of cell type, P4 concentrations, and their interaction, on the transcriptomic profile of endometrial cells of postpartum cows.

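The 3 endometrial cell types were separated by laser capture from frozen biopsies of 13 postpartum dairy cows and sequenced as 29 samples. LE is the epithelium that lines the uterine lumen, GE is the epithelium of the glands, and ST is the connective tissue around the glands. LE was sampled from 1 cow with high P4 and 6 cows with low P4, GE from 3 and 7 cows, and ST from 3 and 9 cows. Plasma P4 averaged 5.7 ng/mL (SEM 1.4) in the high P4 cows and 0.5 ng/mL (SEM 0.1) in the low P4 cows, as the paper gives it, with a limit of 1 ng/mL between the groups. The biopsies were taken 44 days postpartum in the paper and 45 days postpartum in the sample labels. Many cows gave more than 1 cell type, and the cows are numbered here from 1 to 13. Full-length cDNA was made from 2.5 ng of RNA and amplified in 10 cycles, and each library was amplified in 12 further cycles. The authors quantified the paired-end reads with Salmon against the bovine transcript sequences of Ensembl and deposited an estimated count and a TPM value for each of 37925 transcripts per sample. The estimated counts of a sample summed to 24860445 to 33209181, with a median of 28494910. The medians were 28672246 in GE and 28811686 in ST of low P4 cows, and 26572146 in GE and 27746774 in ST of high P4 cows. An estimated count stands for a pair of reads. The tests and the components use the estimated counts, and expression levels per cell type use TPM. The files do not pair the transcripts with genes, so every comparison was made per transcript, whereas the paper summed transcripts to genes. Counts were rounded to whole numbers, and the 27480 transcripts with a count of at least 10 in at least 3 samples were tested with edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p of at most 0.05. The effect of P4 was tested between different cows, with 1 mean for each of the 6 groups of cell type and P4. That fit took the spread from all 29 samples as if they were independent. Samples of the same cow were not, as their deviations from the group means had a median correlation of 0.338. Cell types and the interaction were compared with the cow as a block, because the samples came from the same animals.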

Due to the fact that only one sample from LE cells was associated with high progesterone, transcriptomic changes induced by P4 and their interaction with cell type were studied only from GE and ST cells. 

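The difference between the P4 effects in GE and in ST was tested within cows. It was measured on 2 high P4 cows and 7 low P4 cows that gave both cell types. Of all transcripts tested, 0 passed the adjusted p with edgeR, and 883 had an unadjusted p under 0.05. DESeq2 with the same cow block called 93 transcripts, 36 with a higher P4 effect in GE and 57 with a higher P4 effect in ST. DESeq2 with transcript length offsets and without a count filter or a cow block called 167. The mean size of the log2 difference was 15.27 over the 93 and 20.05 over the 167. The counts behind differences of this size were not examined, so no interaction is read from these calls. Without cow 4, edgeR called 7 transcripts, and without cow 9 it called 9, in fits that leave 1 high P4 cow with both cell types, which is assumed to vary like the other cows. In simulated counts of this design, the edgeR test recovered 0 of 94 transcripts with a log2 difference of 1. It recovered 0 of 97 with a log2 difference of 2. The simulation changed 200 transcripts and does not give the power on the real counts. The count of 0 thus does not show that such differences are absent.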

From the full list of DEGs (GE plus ST cells), where the main effects was significant (FDR adjusted *P*-value ≤0.05), the interaction was only significant for 1% of these (6 / 591). Furthermore, for most of these genes, significance was mainly associated with a low level of expression. For three genes, the interaction resulted from progesterone being associated with an effect in one cell type but not in the other cell type. For three other genes, (*ERP27*, *GK* and *ENSBTAG00000003408*) the significant interaction resulted from opposite effects of P4 in GE and ST cells. Due to the very low number of genes for which a significant interaction was detected, the results presented and discussed below address principally the main effects of cell type and P4 concentrations.

### Overall gene expression and differentially expressed genes between the three endometrial cell types

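Averaged over the samples of a cell type, 8137 transcripts reached 10 TPM in LE (n = 7), 9033 in GE (n = 10) and 8309 in ST (n = 12). These are transcripts out of 37925, not genes. When the limit of 10 was applied to the mean estimated count, 23291 transcripts passed in LE, 23554 in GE and 22978 in ST. With a limit of 1 TPM, 18144, 18846 and 17989 transcripts passed.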

The total number of genes with more than 10 transcripts per million (TPM) was 15,420, 15,555, and 15,308 for LE, GE, and ST cells, respectively. From these, 274 (1.78%) were LE specific, 280 (1.80%) were GE specific and 346 (2.26%) were ST specific (Fig. 1A). 

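A mean of at least 10 TPM in 1 cell type and under 10 TPM in the others was found for 413 transcripts in LE (5.08% of those expressed), 814 in GE (9.01%) and 694 in ST (8.35%). GE thus held the most such transcripts in number and in share. Most of them lay close to the limit. The median level of the LE-specific transcripts was 13.7 TPM in LE and 6.66 TPM in the next highest cell type. It was 13.0 and 7.44 TPM for GE, and 13.2 and 7.28 TPM for ST. In another cell type, 285 of the LE-specific, 598 of the GE-specific and 551 of the ST-specific transcripts still reached at least 5 TPM. A level at least 10 times that of any other cell type was seen for 56 transcripts in LE, 111 in GE and 12 in ST. The highest levels were 888 TPM in LE, 456 TPM in GE and 110.5 TPM in ST. With a mean estimated count of at least 10 as the limit, ST instead had the most, with 827 (3.6%), against 737 (3.16%) in LE and 721 (3.06%) in GE.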

Among genes specifically transcribed by LE cells, *TM4SF4*, *C29H11orf86*, *CSF2*, *CAPN14*, *SERPINB10*, *CA1*, *SLC5A5*, *SLC6A12*, and two uncharacterized genes (*ENSBTAG00000036102*, *ENSBTAG00000055111*) had the highest level of average transcription. Among GE-specific genes, *BTG4*, *IBSP*, *TMEM212*, *C4BPA*, *DPP6*, *ANKS4B*, *PROC*, *CFAP58*, *LDLRAD1* and *GAS2L2* were the most transcribed, whereas, among the ST-specific genes, the most transcribed were *CHRNA2*, *KLK5*, *SST*, *DMRT2*, *GABRA4*, *NFASC*, *CDH9*, *DLK1*, and two uncharacterized genes (*ENSBTAG00000054090*, *ENSBTAG00000045630*). The full lists of genes specifically transcribed by each cell type with respective transcription levels are provided in Supplementary File 1.

**Fig. 1:**
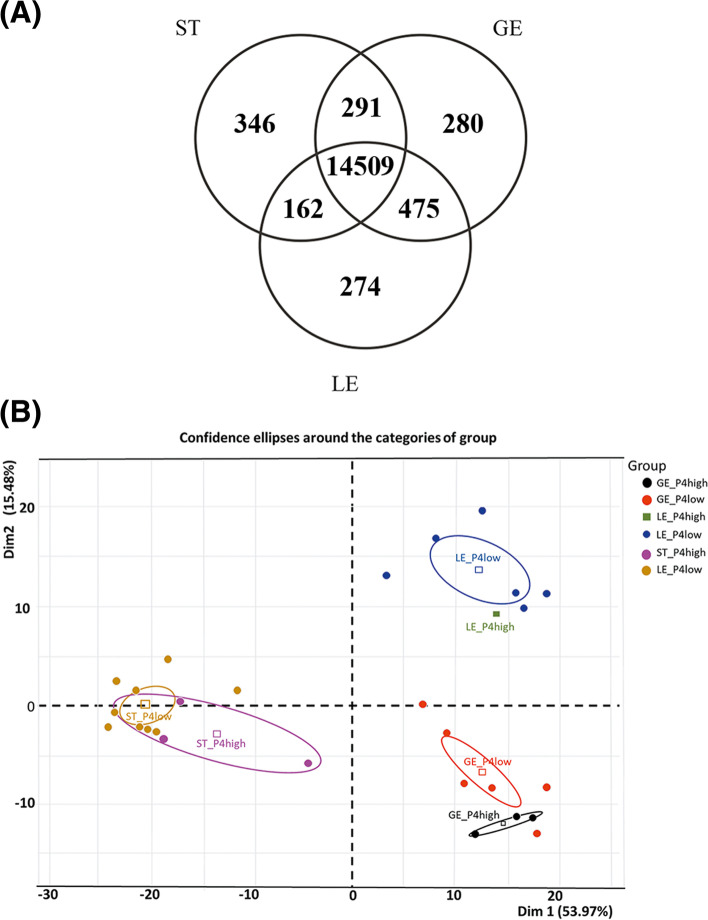
Transcriptome of endometrial cell types and effect of different progesterone concentrations of cows from which samples were issued. **A** Venn diagram with genes expressed (> 10 transcripts per million (TPM)) in endometrial cells (stromal cells (ST), glandular epithelium (GE), and luminal epithelium (LE) (numbers of identified genes are indicated). **B** Principal component analysis (PCA) of cell types (ST, GE and LE) among cow groups (High progesterone, P4high and low progesterone, P4low)

Although a very high proportion of genes was expressed over 10 TPM in all three cell types (14,509/16337; 88.8%; Fig. 1A), their expression level was not the same. This is shown by the PCA analysis revealing a clear separation of the samples from the three cell types. 

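Of the 10342 transcripts that reached 10 TPM in any cell type, 6716 (64.9%) did so in LE, GE and ST alike. The share was 81.6% (20904 of 25602 transcripts) when the mean estimated count had to be at least 10.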

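ST samples stood apart from both epithelia on the first component of the 500 most variable transcripts, and LE stood apart from GE on the second. The first component held 52.8% of the variance and the second 13.5%, together 66.3%. On the first component, the 12 ST samples lay between -54.59 and -5.05, the 7 LE samples between 8.55 and 42.11, and the 10 GE samples between 12.4 and 43.21. On the second, LE lay between 18.62 and 36.61 and GE between -28.13 and 2.13, while ST, at a mean of -1.92 ± 7.11 (SD, n = 12) and between -15.17 and 10.75, overlapped GE. The ST sample nearest to the epithelial samples was that of high P4 cow 4 at -5.05, followed by that of low P4 cow 6 at -24.51. The other high P4 ST samples were at -35.23 for cow 5 and -39.45 for cow 9. With a Pearson correlation beyond 0.8 in size across the 29 samples, 929 transcripts went with the epithelial side of the first component and 511 with the ST side, while 46 went with the LE side of the second and 53 with the GE side. The values were variance-stabilized counts, centred and not scaled. Over all transcripts tested in place of the 500 most variable, the first 2 components held 45.1%.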

The two first dimensions explain 70% of the variability (Fig. 1B), the first allowing the distinction of epithelial from stromal cells, whereas the second differentiates GE from LE cells. The genes which explain the most differences in the first dimension (levels of expression the most associated with GE and LE cells) were *TMEM125*, *ESRP1*, *ELMO3*, *KDF1*, *C3H1orf210*, *RHPN2*, *AP1M2*, *CYB561*, *TJP3*, and *SLC44A4*, whereas these genes were *WT1*, *SFRP1*, *TAGLN*, *HOXA10*, *ACTA2*, *C15H11orf96*, *CCN3*, *CNN1*, *TPM2*, and *STRA6* for ST cells. When analyzing differences between GE and LE cells (second dimension), *PPP1R1B*, *MYOC*, *AGT*, *MGP*, *CPN1*, *SNAP91*, *MPTX*, *PRSS35*, *CYBRD1* and *CCDC146* were the genes which were the most specific of GE cells, whereas *BCHE*, *SMOC2*, *GM2A*, *DES*, *ENPP5*, *TNMD*, *ZBTB16*, *CHODL*, *BPIFB1* and *PDZK1* were the most associated with LE cells. The lists of genes most correlated (*P* < 0.01) with each dimension are provided in Supplementary File 2.

The DESeq2 analysis revealed 4045 DEGs between GE and LE cells, 7974 between GE and ST cells, and 7839 between LE and ST cells.

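LE and ST differed in 9039 transcripts (32.9%), 4737 higher in LE and 4302 higher in ST. GE and ST differed in 8832 (32.1%), 4845 higher in GE and 3987 higher in ST. The 2 epithelia differed in 3756 (13.7%), 2178 higher in GE and 1578 higher in LE. A change of at least 2-fold was reached by 6262, 6018 and 2476 of these transcripts, respectively. The median size of the log2 difference was 1.63 between LE and ST, 1.51 between GE and ST and 1.39 between GE and LE. Each count is from edgeR with the cow as a block. Without the block, in low P4 cows, GE and LE differed in 1838 transcripts, and DESeq2 with the block called 6192. From the separation of the samples and their differing expression, the paper states that LE, GE and ST cells exhibit different molecular signatures.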

### Gene ontology enrichment analysis of cell-specific genes

Enriched GO terms in each cell-specific genes list were visualized using the REVIGO algorithm to reduce term redundancy and identified 64, 30, and 79 GO terms clusters in LE, GE, and ST cells, respectively (Supplementary Fig. 1). The most significant over-represented terms in LE cells included transport processes, immune system process, cytokine production and regulation, response to stimulus and cell surface receptor signalling, whereas for GE cells, these terms included cilium movement, regulation of triglyceride biosynthetic process, regulation of peptide secretion and transport, regulation of glucose transmembrane transport, and complement activation. For ST cells, the most significant over-represented terms included signalling, cell communication, multiple developmental and biological regulation processes. The complete list of over-represented GO terms is provided in Supplementary File 3.

### Differentially expressed genes between elevated and low progesterone cows

Following microdissection, only 1 high RNA quality LE sample collected from cows with high progesterone concentrations was available. Therefore, differences in the transcriptomic profiles in response to progesterone will be presented and further discussed here from lists of DEGs obtained for GE and ST cells (Supplementary file 4). However, given its potential interest for future studies, the list of putative DEGs from LE samples is also present in Supplementary file 4. 

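In LE, the single high P4 sample (cow 9) differed from the 6 low P4 samples in 38 transcripts, 24 higher and 14 lower (edgeR, adjusted p at most 0.05). The median log2 change was 2.44 among those higher and -10.32 among those lower. The lone sample was assumed to vary like the samples of the other groups, and an effect of P4 cannot be told from that cow's own level. DESeq2 called 519 transcripts, 457 of them lower, while limma voom with the cow as a block called 191, of which 182 were higher. Leaving out 1 cow gave 81 transcripts without cow 10, 23 each without cow 1, cow 4 and cow 11, 20 without cow 6, and 12 each without cow 3 and cow 12. Without cow 3, 6, 11 or 12, lower transcripts outnumbered higher ones.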

The number of DEGs found between samples collected from cows with elevated or low P4 concentrations were 386 and 205 in GE and ST cells, respectively. 

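In ST, 49 transcripts changed with high P4, 47 of them higher and 2 lower (edgeR, 3 high P4 and 9 low P4 cows). CPM is the count scaled to the size of the library by TMM. Of the 47 that rose, 18 had high and low P4 samples that do not overlap and a mean CPM of at least 1. Among these 18, the largest rise was that of ENSBTAT00000087134.1, a transcript with no gene name in the files. Its CPM went from 0.313 ± 0.534 (SD, n = 9) in low P4 cows to 226 ± 206 (SD, n = 3) in high P4 cows. It had a log2 fold change of 9.43 (standard error 1.01, adjusted p = 2.1e-05 from edgeR's quasi-likelihood test). It reached a CPM of 75.9 to 461 in ST of each high P4 cow and at most 1.69 in ST of any low P4 cow. In GE it was 6.49 ± 4.49 (SD, n = 3) in high P4 cows and 0.197 ± 0.268 (SD, n = 7) in low P4 cows. ENSBTAT00000048571.4 rose in ST by 9.01 on the log2 scale (standard error 1.35, adjusted p = 0.0028 from edgeR). Its CPM was 133 in cow 4, 1.04 in cow 5 and 6.99 in cow 9. Without cow 4 its log2 rise was 5.49 with edgeR, where it did not pass, and 5.51 with DESeq2. In GE its CPM was 779 ± 525 (SD, n = 3) in high P4 cows and 44.2 ± 51.2 (SD, n = 7) in low P4 cows. In ST, ENSBTAT00000075107.1 fell by 4.34 on the log2 scale (standard error 0.92, adjusted p = 0.0435 from edgeR), to 6 counts summed over the high P4 samples, and it passed in only 3 of 13 refits that each left out 1 cow. Of the 47 transcripts that rose in ST, 35 were at least 5 times higher in the epithelia than in ST of low P4 cows. The choice of rising transcripts itself favours this share, since these start low in ST. Of all transcripts tested, 2948 (10.7%) were that much higher in the epithelia. Among the DESeq2 calls in ST, 107 of 163 rises and 38 of 261 falls were. A group of 22 transcripts was chosen as abundant in both epithelia and at least 50 times lower in ST of low P4 cows. This choice itself holds the low P4 samples low, and 3 of the 22 are also among the 35. The median level of the 22 in ST was 21.5% of the epithelial level in high P4 cow 4. It was 2.13% in cow 5 and 1.98% in cow 9, against 0.0383% to 5.04% in the low P4 cows. The 35 themselves, chosen for rising, had a median level of 60.6%, 4.38% and 5.78% in cows 4, 5 and 9, against 0 to 1.46% in the low P4 cows. Without cow 4, which leaves 2 high P4 cows in ST, 8 transcripts were called in ST, 3 of them among those 35. The median log2 fold change of the 35 was then 2.91, against 5.32 with all cows, and 32 of them still rose by point estimate. In GE, edgeR called 0 transcripts, with 2559 at an unadjusted p under 0.05. With 1 cow left out, this unadjusted count was 1453 (without cow 4) to 2900 (without cow 10). In the same cell type, limma voom with the cow as a block called 76, and DESeq2 called 587 in GE and 424 in ST. A fit of the ST samples alone, 1 per cow, called 3 transcripts. Whether the spread taken from repeated samples of a cow accounts for the drop from 49 was not tested. In ST, limma voom called 89, 13 of them among the 49. The ST count was 95 without cow 6, 32 without cow 8, 16 without cow 11 and 20 without cow 12, and the GE count was 1 without cow 4, 1 without cow 6, 14 without cow 8, 3 without cow 9 and 23 without cow 10. In simulated counts, the edgeR test recovered 28.4% of transcripts with a log2 change of 2 in GE and 33% in ST, and 3.2% and 2% of those with a log2 change of 1.

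**Figure D1:**
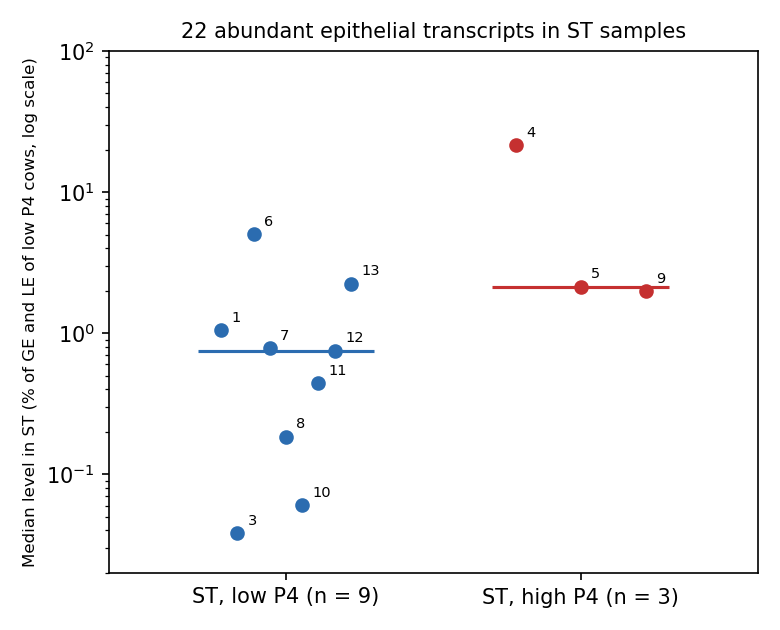
Median level of 22 abundant epithelial transcripts in each ST sample, as a percentage of their mean level in GE and LE of low P4 cows (log scale), with 1 point per sample, labelled by cow, and a line at the median of each P4 group. The sample of cow 4 lies at 21.5%, the other high P4 samples at 2.13% and 1.98%, and the low P4 samples between 0.0383% and 5.04%. The transcripts were chosen for a low level in ST of low P4 cows, which holds the low P4 samples low.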

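No transcript was called in both GE and ST by edgeR, and 1 was without cow 6 or without cow 10. DESeq2 called 74 transcripts in both, so that 92.1% of its calls were made in 1 cell type. Of these 74, 65 changed in the same direction, 60 lower in both cell types with high P4 and 5 were higher in both. Lists of the same lengths drawn independently would share 4.82 lower and 0.695 higher transcripts. GE and ST were partly sampled from the same cows, which such lists leave out. Other ways to split the same samples gave DESeq2 a median of 177 calls in GE and 265 in ST. The overlap was not computed for such splits. The values of 4.82 and 0.695 therefore do not show what would be shared without an effect of P4. Without cow 2, 4, 5 or 9, DESeq2 called 57, 53, 61 and 70 transcripts lower in both cell types, and 2, 1, 3 and 1 higher in both. Across all transcripts tested, which are not independent replicates, the log2 fold changes in GE and ST had a Pearson correlation of 0.29 and a Spearman correlation of 0.356. These fold changes share 2 high P4 and 7 low P4 cows. Samples from the same cow had deviations from their group means with a median correlation of 0.338. What the shared cows alone would give was not computed, so no conclusion on P4 is drawn from these correlations.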

From these DEGs, 365 (95%) and 184 (90%) were cell type-specific (Fig. 2A). Twenty one DEGs were common to GE and ST cells (*TNC*, *ADAMTS18*, *P4HA2*, *APEX1*, *PNPLA2*, *SOSTDC1*, *TUBB*, *FBLN7*, *MAPK4*, *EEF1G*, *TNFRSF13B*, *ENSBTAG00000015493*, *B9D1*, *RACK1*, *OXTR*, *RPL8*, *C5AR2*, *ENSBTAG00000050840*, *ENSBTAG00000052405*, *TP53INP1, ENSBTAG00000040367*). When considering the above 21 DEGs, the regression analysis of the log2 fold change in response to progesterone from the two cell types showed a similar effect in the two cell types (regression slope = 0.72; adjusted R-squared 0.975; Fig. 2B). 

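Over the transcripts that DESeq2 called in both cell types, the slope of the GE change on the ST change was 0.348 (standard error 0.126) with an adjusted R-squared of 0.083. Leaving out 1 high P4 cow gave a slope of 0.786 (standard error 0.227, adjusted R-squared 0.164) without cow 4, 0.337 (standard error 0.133) without cow 5, 0.323 (standard error 0.092) without cow 9, while leaving out cow 2 gave a slope between those without cow 5 and cow 4. No slope was computed from edgeR, since no transcript was called in both. In the paper's Supplementary File 4, the 21 common genes all change in the same direction, and a regression of the paper's values gave a slope of 0.719 and an adjusted R-squared of 0.978. Over the 19 of them without the 2 genes whose change in ST lies beyond 10 on the log2 scale, these were 0.898 and 0.881. From the regression on its common DEGs, the paper concludes that P4 had a similar effect in both cell types.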

The slope coefficient lower than 1 indicates that the magnitude of response was only slightly higher in ST than in GE cells which is consistent with the average log2 fold change for all DEGs observed in ST and GE cells, 3.81 and 2.95, respectively. Moreover, elevated P4 was most often associated with under-expression of genes in GE (280/386; 73%) and over-expression in ST (118/205; 58%) (Fig. 3).

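In ST, 95.9% of the transcripts called by edgeR were higher with high P4. The mean size of the log2 fold change of those called was 4.83. It was 7.67 over the 8 called without cow 4, and 9.96 over the 3 called in a fit of the ST samples alone. With any other cow left out, it was 4.62 to 5.59. DESeq2 called mostly lower transcripts in both cell types. They made up 81.3% in GE (477 lower and 110 higher) and 61.6% in ST (261 lower and 163 higher). Without cow 4 they made up 91.5% in GE (311 lower and 29 higher) and 84% in ST (215 lower and 41 higher). The mean size of the log2 fold change over all transcripts called by DESeq2, higher and lower, was 7.80 in GE and 9.34 in ST. With limma voom and the cow as a block, mostly higher transcripts were called, 70 higher and 6 lower in GE, and 81 higher and 8 lower in ST. The majority direction in GE was thus lower with DESeq2 and higher with limma voom, and edgeR gave none at the adjusted p.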

**Fig. 2:**
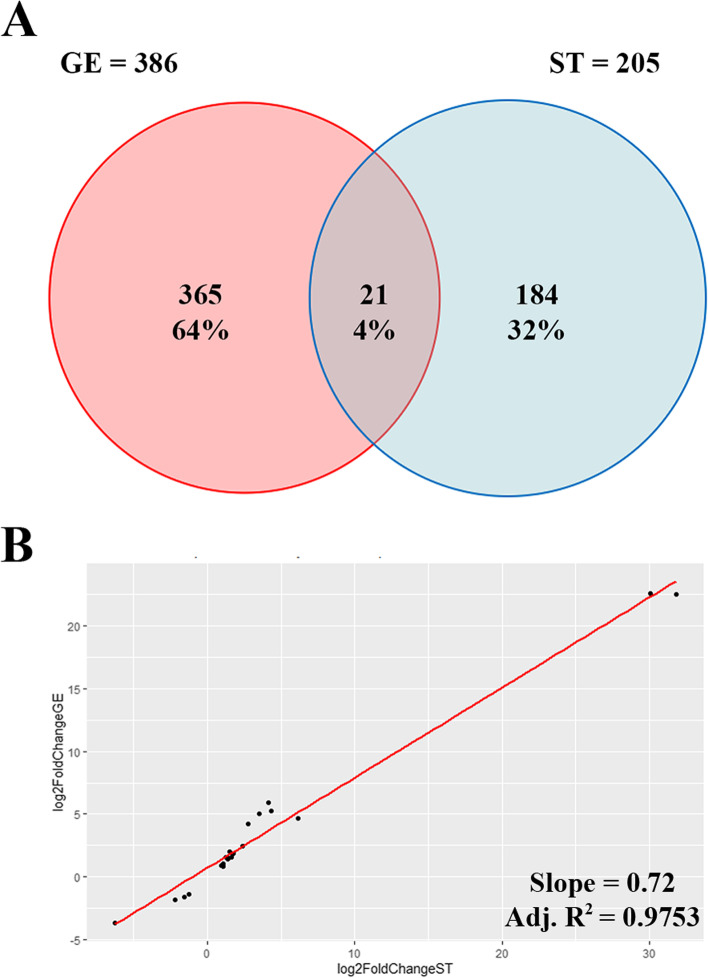
**A** Venn diagram from differentially expressed genes (DEGs) between samples issued from cows of the high and low progesterone groups in glandular epithelial (GE) and stromal (ST) endometrial cells. (Numbers and percentage of DEGs are indicated). B) Linear regression analysis of the fold changes of the 21 common DEGs from ST (x-axis) and GE (y-axis) cells

**Fig. 3:**
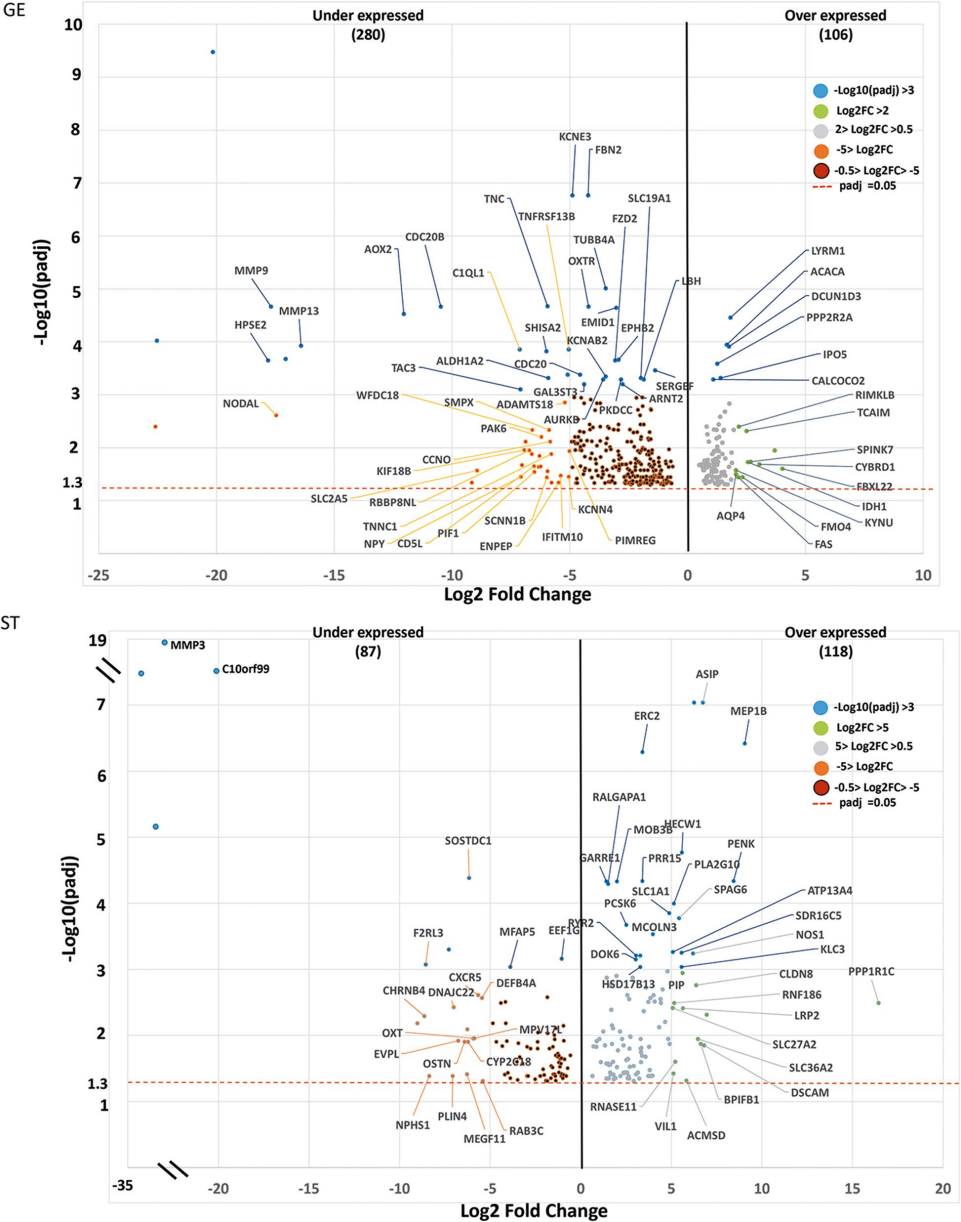
Volcano plots with the distribution of differentially expressed genes between high and low progesterone cows for glandular epithelial (GE) and stromal (ST) endometrial cells

### Gene ontology enrichment analysis of samples from cows with elevated and low progesterone concentrations

Enriched GO terms in the DEGs lists of elevated and low P4 cows are presented in Fig. 4, and the corresponding lists of genes in Supplementary File 5. In GE cells, the over-expressed and under-expressed genes under the effect of P4 relate to 42 and 62 enriched GO terms, respectively. Over-expressed genes are mostly categorised in cellular metabolic processes (GO:0044237) (*n* = 49), response to organic substances (GO:0010033) (*n* = 19) and regulation of diverse biological processes like response to stimulus (GO:0048583) (*n* = 20), cell communication (GO:0010646) (*n* = 18) and signalling (GO:0023051) (n = 18). The under-expressed genes are overrepresented in cell cycle (GO:0007049) (*n* = 31), nuclear division (GO:0000280) (*n* = 14), nuclear chromosome segregation (GO:0098813) (*n* = 14), mitotic cell cycle (GO:0000278) (n = 20), localisation (GO:0051179) (*n* = 58), response to stimulus (GO:0050896) (*n* = 7), response to stress (GO:0006950) (*n* = 36) and cell-cell signalling (GO:0007267) (*n* = 23).

**Fig. 4:**
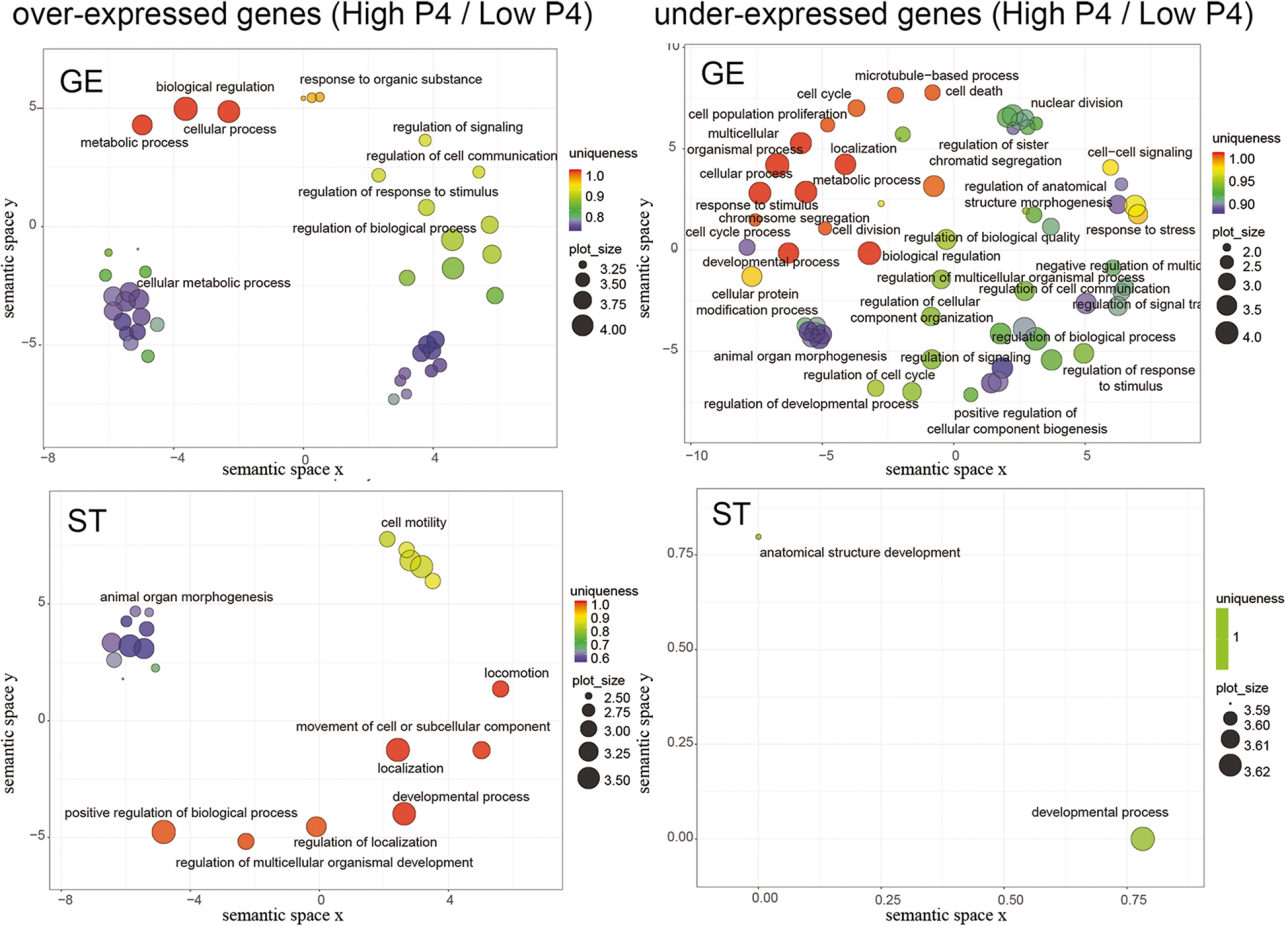
Scatterplot representation of enriched GO terms in semantic space using REVIGO [15], from lists of over-expressed and under-expressed genes in glandular epithelial (GE) and stromal (ST) endometrial cells, between high and low progesterone cows. Circle size represents the frequency of the GO term in the underlying GOA database (bubbles of more general terms are larger) and colour indicates the uniqueness value

In ST, the analysis revealed 22 and 2 enriched GO terms corresponding to over- and under-expressed genes, respectively. The over-expressed genes relate to cell motility (GO:0048870) (*n* = 14), movement of cell or subcellular component (GO:0006928) (*n* = 18), locomotion (GO:0040011) (*n* = 18), animal organ morphogenesis (GO:0009887) (*n* = 15), localization (GO:0051179) (*n* = 37) and regulation of localization (GO:0032879) (*n* = 18), whereas the under-expressed genes are associated to anatomical structure development (GO:0048856) (*n* = 21) and developmental processes (GO:0032502) (*n* = 22).

### GeneCards and protein-protein interaction (PPI) network analysis

The comparison between the genes of the GeneCards database (http://www.genecards.org) corresponding to “hormonal regulation”, “uterine receptivity” and “pregnancy”, and the DEGs identified in the present study in relation with the presence of P4 is shown in Fig. 5. For GE and ST cells, a very large proportion of DEGs are involved in hormonal regulation (> 60%) and pregnancy (> 40%), and all DEGs participating in uterine receptivity also relates to the above terms. A more thorough analysis of the present DEGs involved in “hormonal regulation”, “pregnancy” and “uterine receptivity” revealed that some of the genes important for these processes are differentially expressed under progesterone in both cell types (Fig. 6). For instance, *ESR1* is under-expressed under the effect of P4 in GE, OXTR is under-expressed under the effect of P4 in GE and ST, and transcription factors such as SOX17 and FOXA2 as well as interferon related genes, which are known to regulate uterine epithelial-stromal cross-talk conveying to endometrial receptivity, are over-expressed under the effect of P4 in ST whereas no change is observed in GE cells.

**Fig. 5:**
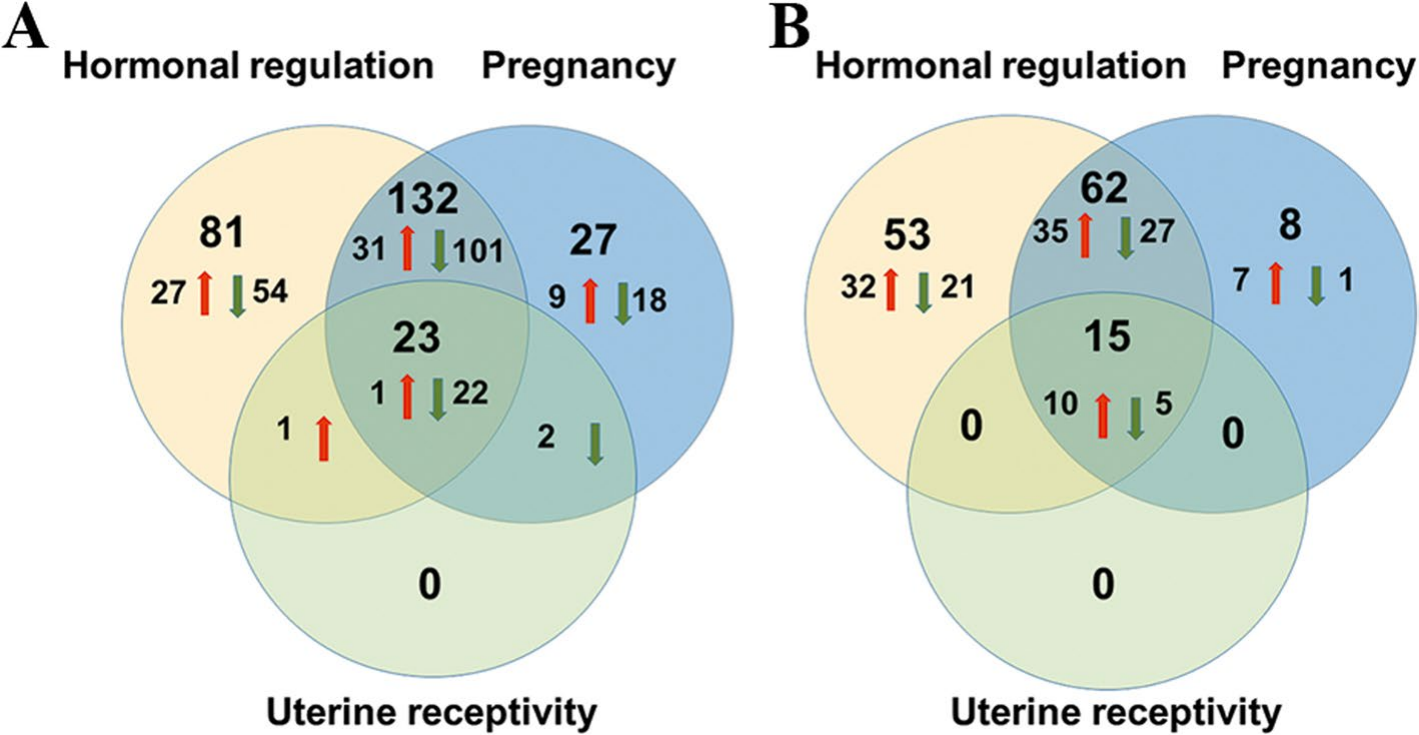
Comparison of differentially expressed genes in glandular epithelial (**A**) and stromal (**B**) cells to GeneCards database. Numbers and sense of variation (arrows) of DEGs participating in hormonal regulation, pregnancy, and uterine receptivity. From the 386 DEGs identified in GE, 237 participate in hormonal regulation, 184 in pregnancy and 26 in uterine receptivity. From the 205 DEGs that emerged in ST, 130 participate in hormonal regulation, 85 in pregnancy and 15 in uterine receptivity

**Fig. 6:**
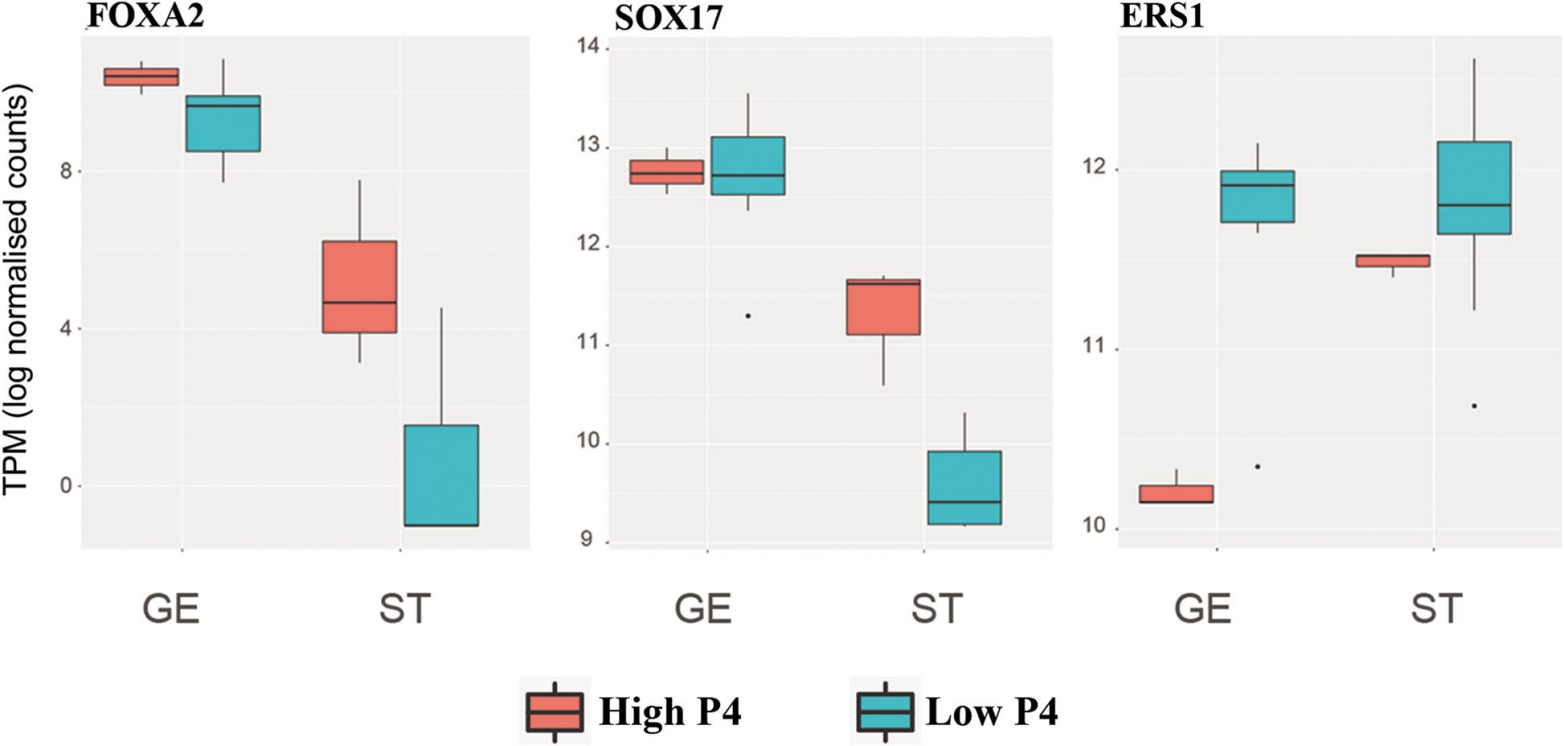
Log normalized transcripts per million (TPM) of *ESR1*, *FOXA2* and *SOX17* genes for glandular epithelial (GE) and stromal (ST) endometrial cells issued from high (red) and low (blue) progesterone cows. Horizontal black lines indicate median; boxes extend from the 25th to the 75th percentile and vertical lines indicate values within 1.5 interquartile range of the 25th and 75th percentiles. Dots indicate outliers

In high P4 cows, the STRING-generated protein interaction network obtained from GE DEGs revealed 11 clusters of under-expressed genes including one of a very large size (Fig. 7A) and 5 clusters of over-expressed genes (Fig. 7B), whereas, in ST cells, the analysis revealed 6 clusters of under-expressed (Fig. 7C) and 5 clusters of over-expressed (Fig. 7D) genes.

**Fig. 7:**
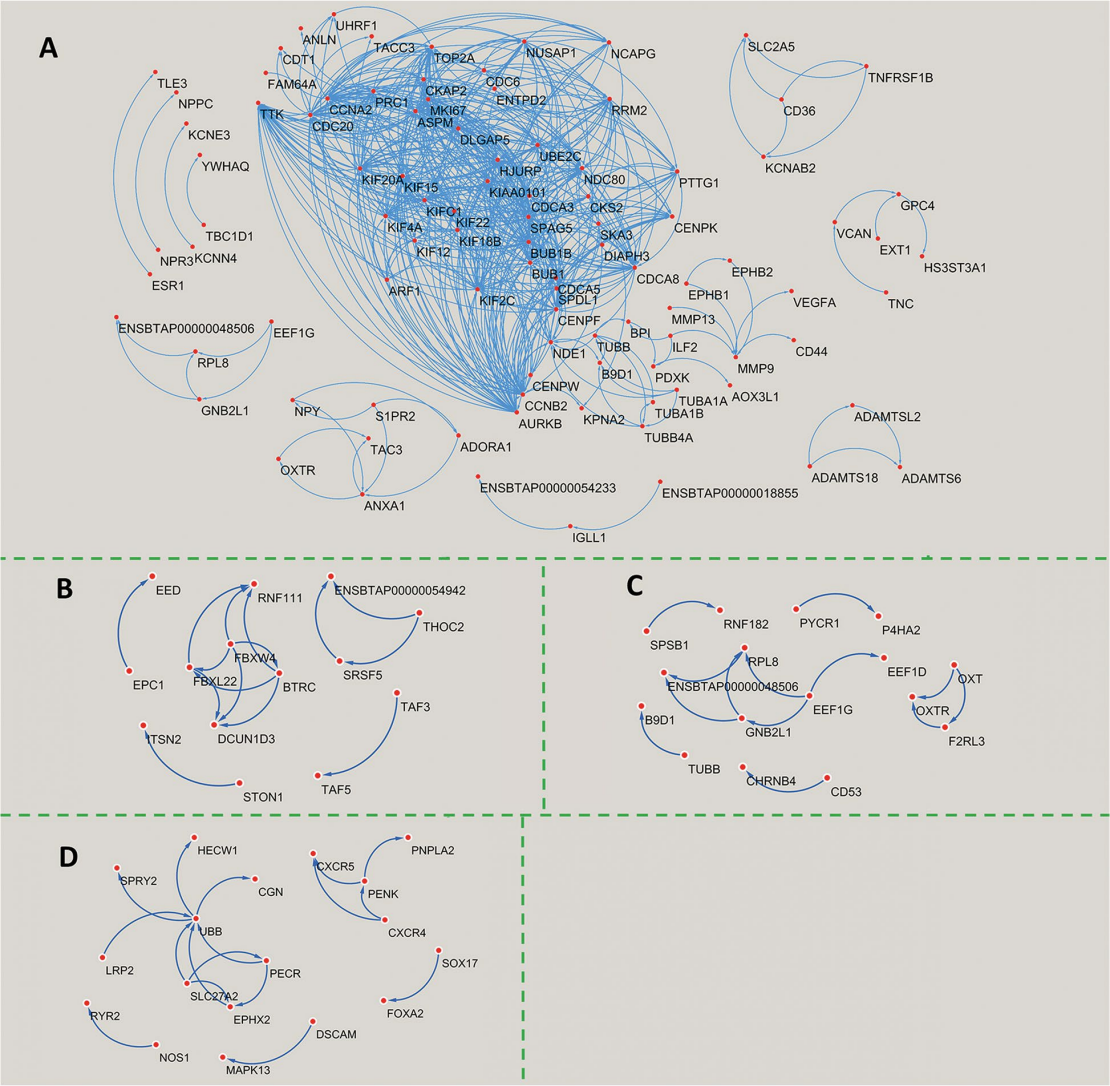
STRING-generated protein-protein networks from differentially expressed genes of glandular (GE), and stromal (ST) endometrial cells between high and low progesterone cows. **A** Under-expressed in GE; **B** Over-expressed in GE; **C** Under-expressed in ST; D) Over-expressed in ST. Arrows pointed to target nodes

## Discussion

This study combined LCM to isolate endometrial cell compartments from uterine biopsies and RNAseq to analyze their full transcriptomes, identifying changes induced by P4. This approach provides novel information regarding cell-specific gene expression that remains undetected when analyzing whole tissue samples. This is particularly relevant for epithelial cells for which the cell type’s representability is low, as specific gene expression data is diluted in the average of the whole tissue. Furthermore, as observed here and recently also reported in another model [14], genes may only be differentially expressed in a specific cell type and remain unaffected in the others.

This study confirms the difficulty in capturing samples with good quality RNA from LE. As in Chankeaw et al. [13, 14], despite preparation of a high number of slides from biopsies, the number of sequenced samples was lower for LE than for GE and ST cells.

Of the three different endometrial samples (LE, GE, and ST), ST samples are the most heterogeneous, comprising the *stratum compactum* and *stratum spongiosum*, and including blood vessel and migrating immune cells. By carefully selecting the capture areas, contamination with blood vessel cells was avoided, and contamination with migrating immune cells was minimized by including only healthy cows, as assessed by endometrial cytology and histology. Variation regarding the different strata that compose endometrial ST was addressed by capturing samples from the most superficial layers (*stratum compactum*) as these may induce paracrine interactions with the neighbouring epithelial cells.

The design model here applied revealed strong main effects of cell type and P4 concentrations, but showed lack of significant interaction for most of the genes influenced by progesterone. The fact that *ERP27*, *GK* and *ENSBTAG00000003408)* exhibit opposite changes in expression under P4 in GE and ST cells, would deserve further investigations in relation with endometrial function.

### Transcriptome of endometrial cell types

The PCA from full RNA-seq data corroborates previous work [13] documenting that LE, GE, and ST cells of the bovine endometrium exhibit different molecular signatures. The full description of the characteristics of the transcriptome of the different cell types is beyond the scope of this article (lists are set in Supplementary File 4).

A low percentage (around 2%) of cell type-specific genes were identified, which is in agreement with data from the porcine endometrium [10]. These cell-specific expressed genes encode proteins that putatively support specialized functions of each cell type, which is supported by the overrepresentation of different enriched GO terms in the cell-specific gene lists (Supplementary Fig. 1). Discussion of the compared function of these proteins is beyond the scope of this article, but some relevant examples are summarized below.

LE specific genes encode proteins involved in processes of transport and uptake across epithelial surfaces (solute carrier family 5 member 5, solute carrier family 6 member 12, transmembrane 4 L six family member 4). SLC6 has been shown to be differentially transcribed through different phases of the human oestrus cycle [16] and stimulated by INF-Tau in the cow [17]. These comprise also an enzyme responsible for maintaining acid-base homeostasis (carbonic anhydrase 1), a serine peptidase inhibitor (serpin family B member 10), an embryokine (colony stimulating factor 2), and a member of the calpain family (calpain 14).

Carbonic anhydrase 1 is a member of the large family of zinc metalloenzymes that catalyze the reversible hydration of carbon dioxide and plays a pivotal role maintaining acid-base homeostasis [18] possibly impacting in the endometrium, sperm fertilization capacity, embryo transport, development and implantation [19].

Colony stimulating factor 2 (CSF2) is among the most studied embryokines, being secreted into the bovine uterine lumen [20]. This cytokine is involved in the recruitment, differentiation and function of neutrophils, when secreted by mouse uterine epithelial cells, following stimulation with TLR agonists [21]. CFS2 treatment during the preimplantation period improved the development and survival of bovine embryos [22].

In postpartum dairy cows, LE cells are a primary line of defence against bacteria, and an important component of the innate immune system [2]. This is here evidenced with the over-representation of genes related to immune response and interleukin production, especially interleukin-23 which was shown to be involved in human endometrial immune regulation [23]. Also, the secretory role of LE cells is evidenced by the overrepresentation of processes regarding multiple transport processes (ion, chloride, oxalate, bicarbonate) (Supplementary File 3). Overall, gene data from LE cells highlight their putative specialized functions, such as the regulation of uterine fluid composition, providing favourable microenvironments for sperm and embryos, and the immune response against potential pathogens.

GE specific genes encode proteins involved in cell cycle regulation (BTG anti-proliferation factor 4), adhesion processes (integrin binding sialoprotein), immune response (complement component 4 binding protein alpha, protein C), localized in brush border (ankyrin repeat and sterile alpha motif domain containing 4B, cilia and flagella associated protein 58, low density lipoprotein receptor class A domain containing 1, growth arrest specific 2 like 2) and transmembrane proteins associated with voltage-gated potassium channels (Dipeptidyl peptidase-like protein 6).

The expression of genes encoding proteins related to microvilli adhesion and assembly support that bovine endometrial GE cells form a cluster of tightly packed microvilli, as observed in rat endometrial GE cells [24]. As example, low density lipoprotein receptor class A domain containing 1 is a membrane receptor already identified in GE cells in previous work [13] and also expressed by mature ciliated cells in airway epithelium [25]. Cow endometrial GE cells have specialized functions regarding synthesis, transport and secretion of substances into the uterine lumen [26], here illustrated by the overrepresentation of biological processes of regulation of peptide secretion and cilium movement, the latter believed to be essential for moving secretory products across the surface of GE cells into the uterine lumen [27]. In addition, the role of GE cells in innate and adaptive immune responses is highlighted by the overrepresentation of genes involved in complement activation, as observed in woman’s endometrial GE cells [28]. Complement component 4 binding protein alpha is a protein that controls the activation of the complement cascade and is upregulated in the bovine endometrium following exposure to seminal plasma components, likely involved in the regulation of peri-implantation events [29]. Protein C is a potent anticoagulant and anti-inflammatory molecule which regulates the functions of different epithelial barriers by controlling inflammation [30, 31]. Dipeptidyl peptidase-like protein 6 is a transmembrane protein that binds to voltage-gated potassium channels from the Kv4 family [32], associated with uterine capacity for pregnancy and fertility in beef heifers [33], and relevant for uterine function [34].

The overrepresented processes in ST cells are more numerous and diverse than in GE and LE cells. Most of them relate to regulatory processes, which is consistent with the ST regulatory role exerted on adjacent epithelial cells in co-culture systems [35], or within the cow endometrium [13]. This regulatory role of ST cells also emerges from the overrepresentation of cell communication and signalling processes, which are paramount for the coordination of cellular responses. ST specific genes encode, among others, extracellular proteases (Kallikrein related peptidase 5) and cell adhesion molecules. In women, kallikrein related peptidase 5 is an extracellular protease expressed in endometrial GE cells, suggested to play a role in host defense [36]. This protein is also involved in remodelling and repair of epithelial barriers [37] and able to generate plasmin indicating a role in wound healing [38]. Different collagens were described as substrates for kallikrein-related peptidase 5, hinting a role in extracellular matrix remodelling and cell migration [38].

The specific roles of some of the most correlated genes to each PCA dimension, which were previously found to be involved in endometrial function or associated to pathologies, are also explored below. In the first PCA dimension, which separates stromal from epithelial cells, the most specific ST cells’ gene was the Wilms’ tumor suppressor gene 1 (*WT1*), previously reported as specifically expressed in woman endometrial ST cells [39]. This was also the case of smooth muscle cell markers (*TAGLN*; *ACTA2*; *CNN1*; *TPM2*), also specifically detected in the endometrial stromal compartment of healthy women [40]. Additionally, *STRA6* and *SFRP1*, encoding a receptor for retinol uptake and a soluble modulator of Wnt signalling, respectively, were highly expressed in ST cells, as previously described in woman’s endometrium [41, 42]. The most specific GE and LE genes were those encoding an epithelial splicing regulatory protein (*ESRP1*), which is a regulator of FGFR2 splicing [43], the keratinocyte differentiation factor (*KDF1*), strongly expressed in the dental epithelium of mouse embryos [44], and the Msh homeobox 1 (*MSX1*), with strong nuclear localization in GE and LE cells of fertile woman’s endometrium [45]. In addition, a large set of genes involved in epithelial cell differentiation, epithelium development, and cell adhesion (*CLDN3, SYNE4, LRP2, F2RL1,DLX6, ELF3, SPINT1, PHGDH, OVOL1, TACSTD2, ST14, EHF, MSX1, EPCAM, ST14, KDF1, IRF6, TJP3, SLC44A4, RAB25, DSP, MCOLN3*) were identified, also previously correlated with epithelial cells (GE + LE) in the endometrium of dairy cows [13].

In the second PCA dimension, which separates GE cells from LE cells, the most specific GE cells’ genes were *PPP1RB*, which encodes DARPP-32, a phosphoprotein expressed in ciliary epithelia [46], and *CCDC146*, a ciliated cell marker [47]. Although both LE and GE contain ciliated cells [48], the number of these cells is expected to be lower in LE than in GE, as documented in women [49]. Also as in the human endometrium [50], the angiotensinogen coding gene (*AGT*), was highly expressed in GE cells. A set of genes involved in axonemal dynein complex assembly and cilium movement processes (*CCDC65, DRC1, DRC3, DAW1, CFAP45, DNAH5, DNAH9*) was associated to GE, as previously reported [13].

LE cells were correlated with *SMOC2,* encoding an extracellular glycoprotein recognized as an endometrial cancer stem cell signature [51]. Stem cells were identified in the epithelial and stromal compartments of human endometrium, where they are said to be responsible for its remarkable regenerative capacity [52]. The endometrium of postpartum dairy cows experiences intense tissue remodelling and re-epithelialization, suggesting *SMOC2* as a putative uterine stem cell maker. The desmin coding gene (*DES*) was also specific of LE cells, despite being identified as a smooth muscle cell marker [53]. However, desmin has also been used to distinguish epithelial cells undergoing epithelial-mesenchymal transition (EMT) [54], and there is evidence of EMT participation in endometrial regeneration and re-epithelialization [55, 56]. This indicates desmin expression to be a putative EMT marker in LE cells. *BPIFB1*, a gene encoding an innate defence protein identified in other epithelial barriers, such as human airways [57] was also specific of LE cells.

### Impact of progesterone on the transcription profile of endometrial cell types

For GE and ST cells, the PCA analysis did not identify outliers and individual samples clustered nicely, showing similar gene expression profiles within each P4 group. 

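Within ST, the P4 groups accounted for 18.2% of the squared distance between samples over the 500 most variable transcripts of that cell type. No other of the 220 ways to choose 3 of the 12 samples gave as much (one-sided exact permutation test, p = 0.00455, the smallest that these samples allow), and the median of all choices was 8.8%. Within GE, the P4 groups accounted for 17.9%, and 120 choices of 3 of the 10 samples had a median of 10.1% (one-sided exact permutation test, p = 0.075). Whether the shares differ between GE and ST was not tested. In ST, the real choice was the highest with any cow left out, cow 4 included (14.9% of the squared distance, one-sided exact permutation test, p = 0.0182, the smallest that those samples allow). In GE, only leaving out cow 10 brought the p under 0.05 (22.7%, one-sided exact permutation test, p = 0.0238).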

Overall, data on number of DEGs and overrepresentation of biological processes indicate that the response to elevated P4 was more significant in GE than in ST cells. As documented in the methods section, the average log2 fold change of DEGs in GE and in ST cells (of 2.95 and 3.81, respectively) are associated with a good power to detect differences. A low percentage of common DEGs in GE and ST cells was observed, highlighting the cell type-specific effect of P4 on endometrial gene transcription. Interestingly, the lack of impact of P4 on the expression of P4 receptors (main *PGR* or *PGRMC1, PGRMC2*, *NR2F2*, and *SRD5A2*; data not shown) suggests that the above specific effects are not mediated by the differential binding of P4 to this family of receptors and that other mechanisms should be explored.

As evidenced by the GeneCards analysis, most DEGs in response to progesterone effect participate in hormonal regulation and pregnancy mechanisms and all DEGs involved in uterine receptivity also fall within the two previously mentioned categories. This agrees with the known role of P4 in modulating the transcriptomic profile of the endometrium and modifying the composition of the histotroph for the establishment of uterine receptivity during the pre-implantation period [7, 58–60]. Progesterone is responsible for major changes governing the establishment of uterine receptivity between day 7 and 13 post-estrus, [60]. Changes in endometrial gene expression elicit modifications in the histotroph, including an increase in specific amino acids, glucose, cytokines, and growth factors that support the survival and growth of the conceptus [60]. As reported before, the changes in GE cells include upregulation of meprin A subunit beta (*MEP1B*), a zinc metalloendopeptidase, hypothesized to regulate proteins involved in elongation of the trophectoderm [61]. In addition, this gene was over-expressed in ST cells of cows with elevated P4, suggesting an alternative role in the cleavage of extracellular matrix proteins, as earlier proposed by [61]. Also, the results of our study showing that both *ESR1* and *VEGFA* are under-expressed in GE cells of cows with elevated P4 are consistent with their expression decline during the elongation stage of the conceptus development (from 13 to 20 days post-estrus; review by [59]).

In cows, follicular phase E2 promotes epithelial cell proliferation and endometrial growth, whereas diestral P4 inhibits estrogen-driven epithelial proliferation and promotes differentiation [62, 63]. The anti-proliferative action of P4 in endometrial epithelia of other species [64] is evidenced here in GE cells by the under-expression of genes involved in cell cycle processes. The coordinated and intimate interplay between epithelia and stroma is essential for endometrial response to estrogen (E2) and P4 stimulation (reviewed in humans [65] and mice [66]). In mice, [67] demonstrated that P4 receptors in ST cells are essential for the P4-driven inhibition of epithelial proliferation. There is strong evidence that this inhibition occurs through paracrine interactions and [68] observed that under P4 influence, the transcription factor HAND2 is expressed in stromal cells suppressing the production of several fibroblast growth factors, which are responsible for epithelial proliferation. Moreover, [66] suggested that P4 inhibit Wnt signalling in ST cells, resulting in inhibition of cell cycle progression. In this study, elevated P4 was associated to under-expression of *WNT2* in ST cells. However, ST transcription of *HAND2* was not altered by P4, suggesting a different paracrine loop in bovine endometria.

The over-expression of several genes related with ubiquitin-dependent protein catabolic processes was observed under P4 influence in GE (RNF111, FBXW4, BTRC, DCUND1D3, FBXL22) and ST cells (HECW1, UBB, SPRY2). In women, ubiquitin expression changes along the menstrual cycle and modulates steroid receptor concentrations and endometrial development [69]. In this study, elevated P4 was associated with a strong under-expression of estrogen receptor alpha coding gene (*ESR1*) in GE. This is in accordance with the finding that ESR1 mediating the proliferative role of E2, present its lowest concentrations during the mid-luteal phase [63]. Unlike ESR1, uterine estrogen receptor beta (ESR2) expression is positively associated with increasing P4 concentrations [63]. This association is here supported by the *ESR2* over-expression in ST cells of cows with elevated P4. In addition to its role on ESR1, the present results showing that elevated P4 associated to the under-expression of *OXTR* in GE and ST cells, and *OXT* in ST cells, are in full agreement with former studies describing the role of OXT in luteolysis, as reviewed by [70]. During diestrus, P4 regulates the endometrial expression of oxytocin receptor (OXTR) by suppressing E2 signalling [71], and in pregnant ruminants the conceptus trophoblast produces interferon tau (IFN tau), which downregulates the transcription of *ERS1* and *OXTR* to block the endometrial luteolysis mechanism [72].

In GE, genes encoding tachykinin precursor 3 (*TAC3*) and annexin A1 (*ANXA1*), which are OXTR interacting proteins, were also under-expressed under elevated P4. TAC3 mediates the contractibility of the non-pregnant women uterus [73]. This raises the hypothesis that in cows, P4 can modulate uterine contractibility through the *TAC3* gene. Annexin A1 is a pro-resolving mediator involved in the clearance of apoptotic cells [74, 75]. By down-regulating *ANXA1* expression, elevated P4 induces innate immune response suppression [76]. ANXA2, another member of the Annexin A protein family, was also under-expressed in ST cells of cows with elevated P4. Annexin A2 promotes the formation of phagophores, an essential step in the process of autophagy [77] thus contributing to host immunity during bacterial infection [78]. This result is consistent with work from [1] showing this gene was under-expressed in full tissue biopsies from intercaruncular endometrium of cows at a high P4 stage of the estrus cycle when compared with cows at a low P4 stage of the estrus cycle.

Moreover, genes encoding leukocyte surface antigen (CD53), a tetraspanin involved in regulation of immune cell function [79], and cholinergic receptor nicotinic beta 4 subunit (CHRNB4) were under-expressed under P4 influence in the ST compartment. Since both genes constitute the GO term “neutrophil degranulation” their under-expression under the effect of P4 may also contribute to the higher susceptibility to uterine infections during diestrus in the cow [80].

Elevated P4 was associated with the over-expression of genes encoding proteins involved in endocytosis processes (*ITSN2*, *STON1*) in GE. Endometrial endocytosis occurs in pregnant and non-pregnant cows, mainly during stages at which circulating P4 concentrations are high [81] and during the implantation window in the woman [82]. Although the endometrial role of endocytosis remains unknown, it may be involved in the embryo-endometrium cross-talk during the preimplantation period. In the present study, the overrepresentation of regulation of signalling, cell communication and response to stimulus processes observed in the GE cells of elevated P4 cows are consistent with the above information suggesting that P4 stimulates endocytosis.

As reported before from full tissue biopsies [1], elevated P4 was associated to the over-expression of transcription factors SRY-box transcription factor 17 (*SOX17)* and forkhead box A2 (*FOXA2*) in ST samples from this study. In humans, *FOXA2* is a P4-induced gene involved in transcriptional regulation in endometrial stromal cells [83], and both *SOX17* and *FOXA2* were found to regulate endometrial epithelial-stromal cross-talk related to endometrium receptivity and embryo implantation [84]. As *SOX17* suppresses E2 signalling [84, 85], the network formed with *FOXA2* may represent a mechanism by which transcription of *ESR1* is downregulated in GE of elevated P4 cows (Fig. 6).

In ST, two genes encoding proteins involved in proline metabolism (*P4HA2*, *PYCR1*) were under-expressed under elevated P4. This is consistent with the downregulation of *P4HA2* by progestins in human patients with endometrial hyperplasia [86]. In addition, the knockdown of both *P4HA2* and *PYCR1* reduced cell proliferation of cervical and liver cancer cells, respectively [87, 88]. Taken together, these data suggest that downregulation of *P4HA2* and *PYCR1* may be an additional mechanism by which P4 exerts its endometrial anti-proliferative action in postpartum cows.

Progesterone is also a known inhibitor of cell death, a function supported by the under-expression of tumor necrosis factor receptors when comparing cyclic and non-cyclic cows at 5 weeks postpartum [89]. The results of our study further illustrate this role of progesterone as 4 members of the TNF receptor superfamily were under-expressed under elevated P4 conditions (*TNFRSF13B* in GE and ST cells, *TNFRSF1B* in GE cells, *TNFRSF9* in ST cells, *TNFSF8* in ST cells). In addition, consistently with what was reported before from full tissue biopsies [1], cows with elevated P4 displayed increased gene expression of *EED*, *IDH1*, *SGK3* in GE cells, and *ARHGDIB*, *BCAT1*, *EPHX2*, *LRP2*, *MCOLN3*, *NDRG4*, *PENK*, *PLA2G10* in ST cells. On the contrary, gene expression of *ACP5*, *CLDN10*, *FBLN7*, *GJA1*, *PRDX2*, *TNC*, *TUBA1A*, *TUBA1B*, *TUBB* was decreased in GE cells, and *EEF1G*, *FBLN7*, *MFAP5*, *TNC*, *TUBB* was decreased in ST cells. The present results confirm the former study while allowing a more precise compartment characterization of the effect.

## Conclusion

This study evidences that endometrial cell types have different transcriptome signatures, which are differentially regulated by P4. Under-expression of genes in GE cells by elevated P4 mainly affected cell cycle processes, denoting an anti-proliferative action of P4 in epithelial compartments. In contrast, the elevated P4 regulation of the transcriptomic profile of ST cells is mainly related to the epithelial-stromal cross-talk. Altogether, this study reflects an intricate cell-specific regulation of biological processes in endometrial compartments, which were unnoticed from whole tissue approaches. These results may open paths to understand better the mechanisms regulating endometrial function and their roles with the establishment of pregnancy.

## Methods

### Ethics statement

All animal procedures were conducted by licenced veterinarians, in compliance with the European Union legislation for use of animals for experimental purposes (Directive 2010/63/UE), and the research protocol was approved by the Institutional Animal Care and Use Committee (Reference CEIE n°37/2019).

### Animals

The animal handling and sampling procedures of cows enrolled in this study were published [90]. In brief, high-yielding dairy cows of the Holstein-Friesian breed from a single herd were submitted to blood sampling and genital ultrasonography at 21 ± 0.4 and 44 ± 0.7 days postpartum (DPP) and uterine cytology and uterine biopsy at 44 DPP. The uterine status of all the cows included in this study (*n* = 13) was assessed as healthy, with no clinical signs of endometritis and a percentage of polymorphonuclear leukocytes measured by cytology from 400 cells < 5% at 44 DPP [90, 91]. Additionally, endometrial tissue was confirmed to be healthy as no contamination by immune cells was perceived on histology analysis performed retrospectively. Additionally, at 44 DPP the presence of a CL and plasma P4 concentrations were used to categorize cows in high P4 (*n* = 4) and low P4 (*n* = 9). Ovarian structures as observed by ultrasonography are presented in Table 1. A functional CL was defined as a luteal structure > 23 mm in diameter [92]. Based on heat observation, ovarian ultrasonography and plasma P4 concentrations at 21 and 44 DPP, among the 9 low P4 cows, 4 were still in anoestrus at 44 DPP, and 5 were cyclic at a peri estrus stage of the cycle. From the 4 high P4 cows, 2 had a functional CL arising from the first ovulation postpartum and the other 2 had a functional CL arising from the second ovulation postpartum.

**Table 1:** Cow groups according to clinical characterization and progesterone concentrations

Characteristics	Cows with Low Progesterone concentrations	Cows with High Progesterone concentrations
Number of cows	*n* = 9	*n* = 4
Lactation number^a^	1.8 ± 0.3	1.7 ± 0.4
Results of ovarian ultrasonography		
Non-functional CL	*n* = 4	*n* = 0
Functional CL	*n* = 0	*n* = 4
Progesterone concentrations (ng/mL)^a^	0.5 ± 0.1	5.7 ± 1.4
Range	0.20-0.84	1.8-9.3

^a^mean ± standard error of the mean

### Progesterone assay

Blood was collected by venipuncture of the coccygeal vein into 10 mL dry vacutainers (Becton-Dickinson), allowed to clot and centrifuged (2000 g for 15 min) within 30 min of collection. Serum samples were transferred to the laboratory at 4 °C and then stored at − 20 °C until analysis. Progesterone concentrations were measured by a chemiluminescent immunoassay in an IMMULITE 1000 analyzer (Siemens Healthcare Diagnostics) using a commercial kit (IMMULITE 1000 Progesterone Kit, Siemens Healthcare Diagnostics). The assay’s sensitivity was 0.2 ng/mL, and the inter-assay coefficient of variation was < 10%. The cut-off value used to define cows with high P4 concentrations was 1 ng/mL. Means and range of values for the groups of cow with high and low P4 concentrations are shown in Table 1.

### Endometrial biopsy

Endometrial biopsies were collected with a Kervokian–Younge endometrial biopsy instrument (Alcyon), according to procedures previously described by [90]. The biopsy instrument was guided into the first third of one uterine horn, and an endometrial sample of about 0.5-1 cm^2^ and 3-5 mm thick recovered. The endometrial samples were immediately frozen in dry ice cold isopentane (2-Methylbutane, Sigma Aldrich) for 60 s and embedded in a cryomold with optimal cutting temperature compound (Tissue-Tek OCT Compound, Sakura Finetek). Cryomolds were transferred to the laboratory on dry ice, then kept at − 80 °C until tissue processing.

### Endometrial tissue processing and staining

Serial sections (8 μm thick) were cut from the tissue blocks on a cryostat (Cryotome FSE, Thermo Scientific) set at − 20 °C, mounted on glass slides at 4 °C and immersed for 60 s in 75% ethanol inside the cryostat chamber (− 20 °C). Slides were then stained with Cresyl Violet (1% in 50% ethanol) and dehydrated at room temperature as described [93]. When taken out of the cryostat chamber, the slides were transferred to 75% ethanol for 20 s, stained with 1% Cresyl violet in ethanol (25 s), rinsed successively with 75% ethanol (30 s), 95% ethanol (2 × 1 min), 100% ethanol (2 × 1 min), and finally, pure xylene (M-xylene, Sigma-Aldrich; 2 × 5 min). In order to ensure appropriate dehydration, new bottles of absolute ethanol and pure xylene were opened every day immediately before use. Stained and dehydrated tissue sections were air-dried to remove xylene residues before microdissection.

### Laser capture microdissection and RNA extraction

The endometrial cell types (LE, GE and ST) were isolated from the whole tissue sections using an ARCTURUS XT™ Laser Capture Microdissection System and software (Applied Biosystems®, Arcturus). Although cells isolated from the ST compartment may comprise a combination of fibroblasts, immune and endothelial cells, ST is hereafter referred to as a “cell type”. A previous report showed that contamination of micro-dissected ST samples by other cell types was negligible [13]. Laser capture was performed either under 20× or 40× magnification and infrared settings (power, duration and intensity) were adjusted for each field of view, to maximize the size of the laser spot without contaminating the sample with undesired cells. Following capture, each LCM plastic cap (CapSure®Macro LCM Caps, Arcturus) was examined at the quality control (QC) station and if necessary, undesired cells were removed from the cap by low power UV laser. For a given tissue section, the full microdissection processing did not last more than 90 min to preserve RNA integrity. Examples of histology slides of each endometrial cell type before and after capture with LCM are presented in Fig. 8. After microdissection, total RNA from LE, GE and ST cells was extracted using the PicoPure™ RNA Isolation Kit (Arcturus) following the manufacturer’s protocol. A DNAse I (Qiagen) treatment step was added according to the protocol and eluted in 15 μl of Elution buffer. The RNA quantity and quality [RNA Integrity Number (RIN)] were assessed with the Agilent Bioanalyzer 2100 system (Agilent Technologies) and the RNA 6000 p Chip Kit. Due to difficulty in harvesting enough RNA with eligible RIN value (≥ 7) for gene expression measurements [93], from the initial 39 samples from 13 cows, only 7 LE, 10 GE, and 12 ST samples were analyzed by RNA sequencing (Table 2).

**Fig. 8:**
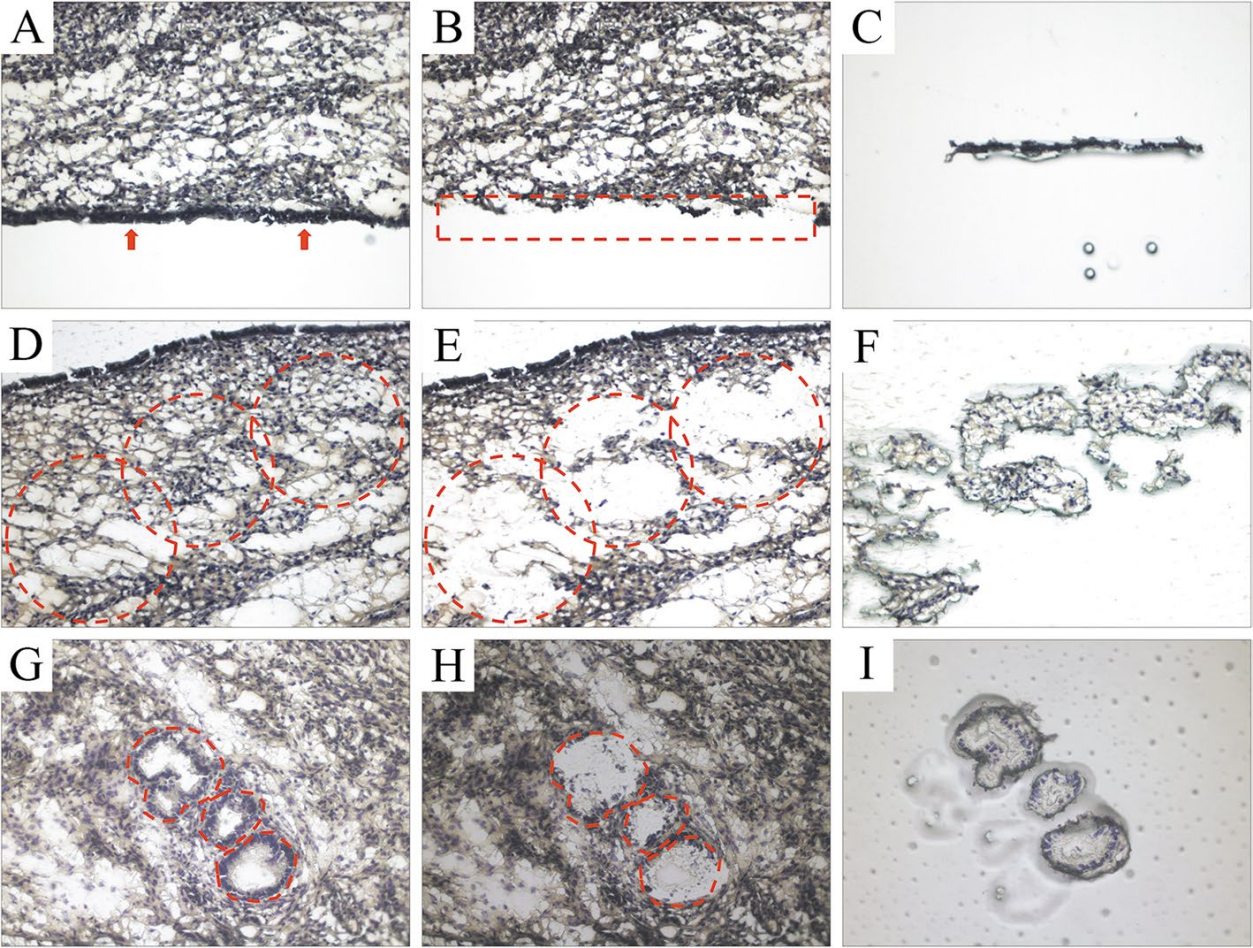
Histologic aspect of endometrial cell types before and after Laser Capture Microdissection (LCM). **A**, arrows pointing to luminal epithelial (LE) cells before LCM; **B**, dashed rectangle highlighting the place where the LE cells were on the slide; **C**, captured LE cells in the LCM plastic caps; **D**, dashed circles highlighting the stromal (ST) cells; **E**, dashed circles highlighting the place where the ST cells were on the slide; **F**, captured ST cells in the LCM plastic caps; **G**, dashed shapes highlighting the glandular epithelial (GE) cells; **H**, dashed shapes highlighting where the GE cells were on the slide; **I**, captured GE cells in the LCM plastic caps. (400× magnification)

**Table 2:** Number of samples used for each cell type and cow group with respective mean RIN values (mean ± SEM)

Endometrial cell types	Cow sub-group		RIN^a^
	Low P4	High P4	
Stromal cells	9	3	7.41 (± 0.24)
Glandular epithelial cells	7	3	7.23 (± 0.17)
Luminal epithelial cells	6	1	7.54 (± 0.19)

^a^RNA Integrity Number, values reported as mean ± SEM

### RNA sequencing and data analysis

RNA sequencing libraries from 29 samples were prepared and sequenced on the GenomEast Platform (IGBMC, Cedex, France; http://genomeast.igbmc.fr/). Full-length cDNA was generated from 2.5 ng of total RNA using Clontech SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing (Takara Bio Europe, Ozyme) according to manufacturer’s instructions, with 10 cycles of PCR for cDNA amplification by Seq-Amp polymerase. Then, 600 pg of pre-amplified cDNA was used as input for Tn5 transposon tagmentation using the Nextera XT DNA Library Preparation Kit (Illumina), followed by 12 cycles of library amplification. Following purification with Agencourt AMPure XP beads (Beckman-Coulter), the size and concentration of libraries were assessed by capillary electrophoresis. Sequencing was performed on an Illumina HiSeq 4000 with 100 bp paired-end reads. Image analysis and base calling were performed using RTA 2.7.3 and bcl2fastq 2.17.1.14. The sequencing depth of RNA-seq libraries was in the range of 72 to 83 million reads per sample and all samples had a quality score over 30, meaning that the base call accuracy was 99.9%, in at least 90% of the sequenced bases. Gene level exploratory analysis and differential transcription analysis were performed using the RNAseq workflow described by [94] (update version https://bioconductor.org/help/course-materials/2017/CSAMA/labs/2-tuesday/lab-03-rnaseq/rnaseqGene_CSAMA2017. html). The Salmon method [95] was used to quantify transcript abundance. Tximport method [96] (R package version 1.8.0) was then used to import Salmon’s transcript-level quantifications. The cDNA sequence database for *Bos taurus* was obtained from Ensembl (release-98; Bos_taurus.ARS-UCD1.2.cdna.all.fa) and was used to build a reference index for the bovine transcriptome (see details in [95]). Power analysis was performed using the method described by [97] and compiled in the R package ssizeRNA (version 1.3.2). Calculated at an FDR of 0.05, power was 15, 58, 87% to detect 1.5, 2 and 3 log2 fold change in GE cells, and 24, 63, 87% to detect 1.5, 2 and 3 log2 fold change in ST cells.

### Gene expression analysis

Following quantification of RNA-seq data, transcripts whose average value computed from biological replicates was less than 10 TPM were regarded as biological background noise and were not considered to identify the number of genes specifically expressed by each cell type. Principal component analysis (PCA) was performed with DESeq2 and FactoMineR (R package, version 1.4.1) using the variance stabilizing transformation output files from DESeq2. Venn diagrams were plotted with VennDiagram package (1.6.20). The DESeq2 package (R package, version 1.26.0) was used for the analysis of differential expressed genes (DEGs) with the corresponding statistical methods [94] including tests for differential transcription by use of negative binomial generalized linear models. The following terms were added in the design formula (cell_type + progesterone_group + cell_type: progesterone_group) to test the main effects of endometrial cell types and P4 concentration groups, as well as their interaction with the false discovery rate adjusted *p*-value of 0.05 used for the identification of DEGs. False discovery rate adjustment was performed using the Benjamini and Hochberg method [98]. In all comparisons, ratios for fold change are expressed as mean TPM from cows with elevated P4 / mean TPM from cows with low P4. Cell-specific genes were defined as genes with average TPM ≥ 10 for a given cell population and average TPM < 10 for the other cell populations. Data were deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE182932 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE182932).

### Gene Ontology (GO) and pathway enrichment analysis

Significant GO terms of the “Biological Process” domain were found with the GO-TermFinder software [99], summarised with similarity coefficient at low or medium level, and visualized in semantic space by REVIGO (http://revigo.irb.hr/) [15]. When analyzing the lists of specific cell type genes, GO-TermFinder settings were set to *P* < 0.01. The lists of DEGs from the different cell types between elevated and low P4 cows were analyzed with Bonferroni adjustment and FDR settings at *P* < 0.01. Analysis of DEGs possibly involved in “hormonal regulation”, “uterine receptivity”, and “pregnancy” terms was based on GeneCards database (http://www.genecards.org/), as previously described [100].

### Construction of protein-protein interaction (PPIs) networks

The interaction networks among proteins encoded by DEGs from the different cell types between elevated and low P4 cows were constructed with STRING database v11.0 (http://string-db.org) [101]. All PPIs network were generated at a confidence score of 0.9 with “non/query protein only”, and the sources of active interaction were all selected (Textmining, Experiments, Databases, Co-expression, Neighborhood, Gene Fusion, and Co-occurrence). Then the networks were sent to Cytoscape v 3.8.2 and were visualized by yFiles layout algorithms for the Cytoscape app.

## Supplementary Information

**Additional file 1: Supplementary File 1.** TPM cell type. Description: List of Transcripts cell type-specific.

**Additional file 2: Supplementary File 2.** PCA correlated Genes. Description: List of genes correlated with the 2 dimensions of the PCA analysis.

**Additional file 3: Supplementary File 3.** Go terms cell type-specific. Description: List of GO terms over-represented in cell type-specific lists of transcripts.

**Additional file 4: Supplementary File 4.** Lists of DEGs. Description: Lists of genes differently expressed in LE, GE and ST cells from high and low progesterone cows.

**Additional file 5: Supplementary File 5.** GO terms over-represented in DEGs lists. Description: List of GO terms over-represented in lists of genes differently expressed in GE and ST cells from high and low progesterone cows.

**Additional file 6: Supplementary Fig. 1.** Scatterplot representation of enriched GO terms in semantic space using REVIGO (Supek et al. 2011), from lists of cell-specific genes of luminal epithelial (LE), glandular epithelial (GE) and stromal (ST) cells. Circle size represents the frequency of the GO term in the underlying GOA database (bubbles of more general terms are larger) and colour indicates the uniqueness value.

## Abbreviations

CL: Corpus Luteum
DEG: Differentially Expressed Gene
DPP: Days PostPartum
E2: Estrogen
EMT: Epithelial Mesenchymal Transition
ESR1: Estrogen Receptor 1
GE: Glandular Epithelial
GO: Gene Ontology
LCM: Laser Capture Microdissection
LE: Luminal Epithelial
OXTR: Oxytocin Receptor
P4: Progesterone
PCA: Principal Component Analysis
PPI: Protein-Protein Interaction
QC: Quality Control
RIN: RNA Integrity Number
ST: Stroma
TPM: Transcripts Per Million

# Supplementary material for: Progesterone differentially affects the transcriptomic profiles of cow endometrial cell types
**Source:** BMC Genomics. 2022 Jan 27;23:82. doi: 10.1186/s12864-022-08323-z
**Supplement:** Supplementary file 6 — Additional file 6: Supplementary Fig. 1. Scatterplot representation of enriched GO terms in semantic space using REVIGO (Supek et al. 2011), from lists of cell-specific genes of luminal epithelial (LE), glandular epithelial (GE) and stromal (ST) cells. Circle size represents the frequency of the GO term in the underlying GOA database (bubbles of more general terms are larger) and colour indicates the uniqueness value.

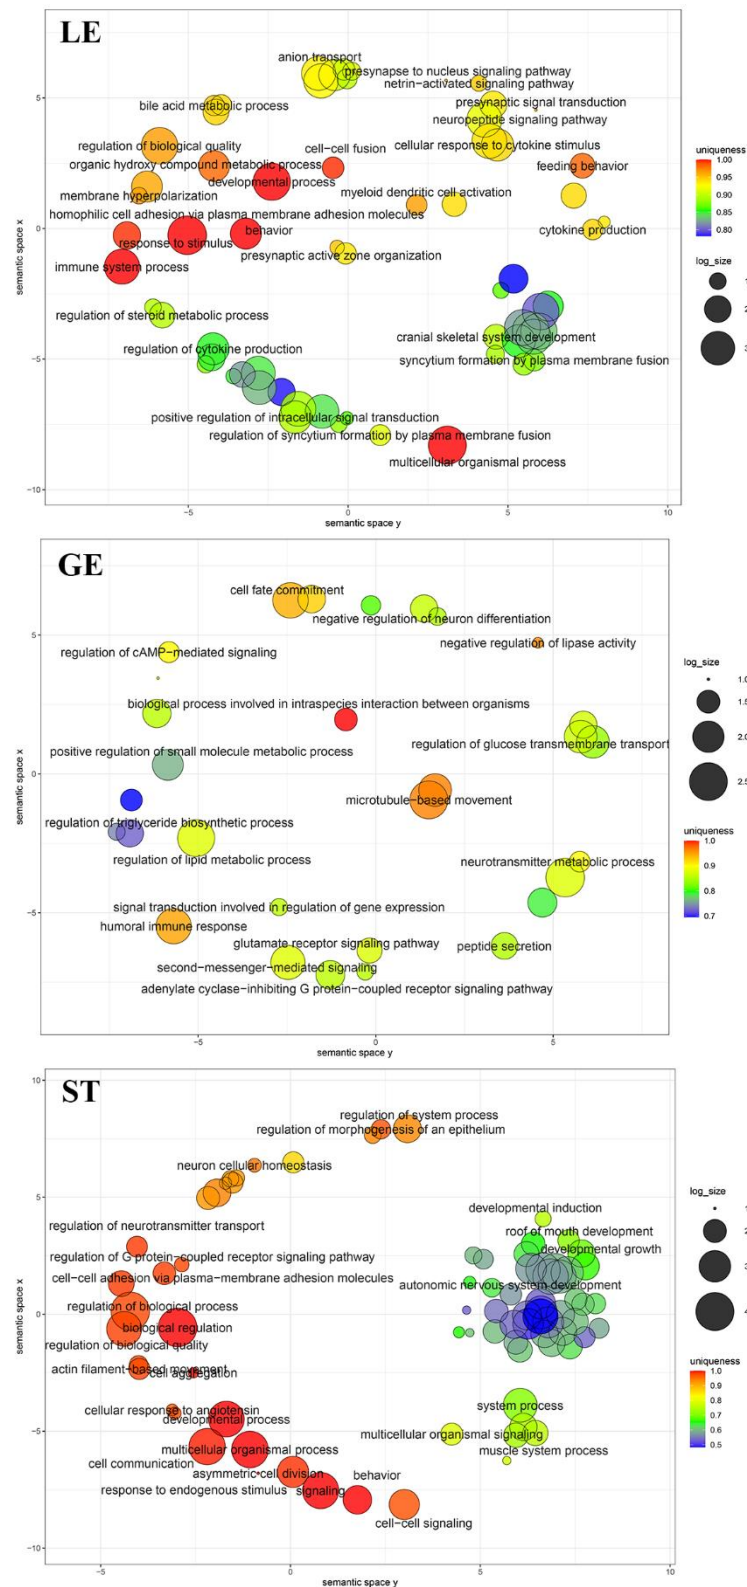

Supplementary Fig. 1. Scatterplot representation of enriched GO terms in semantic space using REVIGO (Supek *et al.* 2011), from lists of cell-specific genes of luminal epithelial (LE), glandular epithelial (GE) and stromal (ST) cells. Circle size represents the frequency of the GO term in the

underlying GOA database (bubbles of more general terms are larger) and colour indicates the uniqueness value.

How the deposited data were processed for this re-analysis (not part of the article)

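RNA of LE, GE and ST was measured in 29 samples from 13 cows, 4 with high P4 and 9 with low P4. The authors quantified the reads of each sample with Salmon 1.1.0 against the bovine cDNA of Ensembl and deposited the estimated counts of each transcript without normalization. The TPM values were computed by Salmon from the estimated counts and the effective transcript lengths and deposited by the authors in the same tables. Of the values above 0, 74.2% were not whole numbers as written, with no tolerance. Each sample holds 37925 transcripts, and the totals of the samples lay between 24860445 and 33209181 estimated counts.

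Neither the deposited tables nor the reference at hand pairs the transcripts with genes. The design fixed before the data were examined assumed sums per gene, and every comparison was made per transcript instead. For the same reason the gene lists and cell type markers fixed at that time, and the genes that the paper names, could not be tested on the counts. They are counted only in the paper's own Supplementary File 4. Matching transcripts to genes through the mean counts in the paper's tables was tried with several ways of counting, chosen by how well they met the paper's values, and no result given here uses the matches. Rounding down was added as an alternative because of that search.

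Counts were rounded, and transcripts with a count of at least 10 in at least 3 samples were kept, 27480 in all. Normalization was by TMM and the tests were the quasi-likelihood tests of edgeR 4.0.16 in R 4.3.3, at a Benjamini-Hochberg adjusted p of at most 0.05. P4 effects came from a fit of the 6 groups of cell type and P4, without the cow as a block. Cell types and the interaction came from a fit with the cow as a block. That samples came from the same cow was checked on their deviations from the group mean, whose correlation had a median of 0.338 over 21 pairs of samples from the same cow and of -0.021 between different cows. No libraries were identical. The tests were also run on simulated data in which the counts of known transcripts had been changed.

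Alternatives were DESeq2 1.42.0, RLE normalization, no low-count filter, offsets for transcript length, the first letter of the sample titles as a covariate, limma 3.58.1 voom with the cow as a block, a fit of the samples of 1 cell type alone, no cow block (for the cell types, in low P4 cows alone), and leaving out each cow in turn. DESeq2 with length offsets, without a filter and without a block follows the tools that the paper names. Rounding down, leaving out high P4 cows with DESeq2, and leaving out cows from the distance between P4 groups were added after seeing the data. Expression per cell type was taken as a mean TPM of at least 10, with a mean count of at least 10, a mean TPM of at least 1 and a median TPM as alternatives. Components were computed on the 500 most variable transcripts after variance stabilization.

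The rule for named genes, fixed before the data were examined but after the paper's tables had been seen, took those with the largest rise and fall past the threshold whose high and low P4 samples do not overlap and whose mean CPM is at least 1. It asked for up to 10 with a gene symbol in each direction. No transcript has a symbol in the files, so at most 2 in each direction are named by their identifier, and for the cell types and the interaction none is named. Tables and the figure were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.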

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

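The splits of the samples for the edgeR counts in GE and ST, the splits within cows and the comparison of ST with GE of the same cow were tests chosen only after the result was seen.

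Transcripts that rose in ST with high P4 were mostly ones that are at least 5 times higher in epithelium (35 of 47, against 10.7% of all transcripts tested). The choice of rising transcripts itself favours this share. Cow 4 carried part of the rise. Without it, 8 transcripts were called in ST, 3 of them among the 35. The median log2 fold change of the 35 went from 5.32 to 2.91, and 32 of the 35 still rose by point estimate. Calls were also lost without low P4 cow 11 or 12, where 8 and 11 of the 35 were still called. Chance is argued against for the count of 49, since only 4 of 100 splits of the ST samples gave as many. Another split gave 200, several times the real count, and what sets that split apart was not tested. Epithelial cells captured with the stroma were first tested across all high P4 cows, and the abundant epithelial transcripts rose by a share that was 0.31 of the share the 35 would need (0.209 to 0.454 over resamples), which leaves that explanation open. Within cow 4, the 19 abundant epithelial transcripts outside the 35 stood in ST at 17.4% of that cow's GE and the 32 of the 35 with a CPM of at least 1 there at 16.1%, a ratio of 0.93, so epithelial cells in that sample may account for the rise there; the test was devised after the first gave no decision, the paper reports that unwanted cells were removed from the caps, and the ratio was 0.871 in high P4 cow 9 but 0.292 in low P4 cow 6 (2.96% against 10.2%), 0.411 in low P4 cow 13, and 0 to 0.779 over the low P4 cows. An effect of P4 on the stroma itself stays open. Without cow 4, the P4 groups of ST held 14.9% of the squared distance between samples, the most of any choice of samples. The abundant epithelial transcripts, chosen for a low level in ST of low P4 cows, stood at 2.13% in cow 5 and 1.98% in cow 9. Among low P4 cows, only cow 6 (5.04%) and cow 13 (2.25%) stood higher. In cow 9, 32 of the 35 stood at 2.18% of that cow's own GE and the abundant transcripts at 2.5%. Epithelial cells thus stay open as a cause in cow 9 too, and cow 5 gave no GE sample. Of the 35, 33 had a higher level in GE of high P4 cows as well (median log2 0.85).

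The count in GE depends on the tool: edgeR called 0 transcripts (2559 at an unadjusted p under 0.05), limma voom with the cow as a block 76 and DESeq2 587. For edgeR, 100 of 100 splits of the GE samples gave as many (highest other 3), which any split does against a count of 0 and so says nothing, while 8 of 100 gave as many at an unadjusted p under 0.05 (highest other 3246), so chance cannot be excluded. For DESeq2, 1 of 24 splits gave as many, the real one, and the highest other gave 310, so chance can be excluded for this count only, at the smallest share that 24 splits can give; the median of the other splits was 177 calls, and the distance between the P4 groups of GE does not exclude chance (exact permutation test, p = 0.075). In ST, DESeq2 called 424 transcripts, 2 of 24 splits gave as many, the real one included, and the highest other gave 461, so chance cannot be excluded for this count, while at an unadjusted p under 0.05 only the real split reached its 3432 (highest other 3017) and the distance between the P4 groups of ST excludes chance (exact permutation test, p = 0.00455). An effect of P4 on GE stays open, as does the way each tool treats transcripts seen in few samples, which was not tested.

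For the interaction, 0 transcripts were called by edgeR (883 at an unadjusted p under 0.05, 93 by DESeq2), and 21 of 21 splits gave as many (highest other 5), which says nothing against a count of 0. At an unadjusted p under 0.05, 5 of 21 splits gave as many (highest other 1214), so chance cannot be excluded. For each pair of cell types, 1 of 21 splits gave as many, the real one, both when the samples were regrouped without regard to the cow and when the cell types changed places only within cows, so chance can be excluded. The real counts were 3756 for GE and LE, 8832 for GE and ST, and 9039 for LE and ST. The highest other was 0, 0 and 7044 without regard to the cow, and 0, 3205 and 2 within cows.

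Of 19 groups of samples examined for 1 sample far from the others, 3 held one, where 0.9 would be met by chance. In ST of low P4 cow 6, the abundant epithelial transcripts stood at 5.04% of their epithelial level, against 0.0383% to 2.25% in the other low P4 cows. The CPM of ENSBTAT00000087134.1 in the same sample was 1.69, against 0 to 0.47. In ST of low P4 cow 13, the CPM of ENSBTAT00000048571.4 was 0.388, against 0 to 0.168.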

How the results depend on the processing

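The alternatives that leave out high P4 cows with DESeq2, rounding down, and leaving out cows from the distance between P4 groups were chosen only after the result was seen. The cause of each change below was not tested. By edgeR, the P4 effect called 0 transcripts in GE, 49 in ST and 38 in LE. DESeq2 called 587, 424 and 519, and DESeq2 with length offsets, no filter and no block called 601, 441 and 533. With voom and the cow as a replicate block these were 76, 89 and 191. With the title letter as a covariate, 9 were called in GE; in a fit of 1 cell type alone, 1 in GE and 3 in ST; without a filter, 25 in LE. Without cow 2, 4, 5 or 9, DESeq2 called 401, 340, 545 and 456 in GE and 380, 256, 380 and 439 in ST, and shared 63, 57, 72 and 77 between them. Shared calls were 0 by edgeR, 74 by DESeq2, 78 with length offsets, no filter and no block, 1 with the title letter and 2 with voom. Leaving out each cow gave 0 to 23 in GE (23 without cow 10), 8 to 95 in ST (8 without cow 4, 95 without cow 6), 12 to 81 in LE (12 without cow 3 or 12, 81 without cow 10), 0 to 9 for the interaction (9 without cow 9, where 1 high P4 cow is left with both cell types) and 0 to 1 for the shared calls. The interaction had 93 calls by DESeq2 and 167 with length offsets, no filter and no block, against 0 by edgeR. GE and LE differed in 6192 transcripts by DESeq2 and in 1838 without the cow as a block in low P4 cows alone, against 3756. RLE normalization, length offsets and rounding down (which came from the search for matches to the paper's mean counts), where run, left the counts within 1.5 times, as did every alternative for GE against ST and LE against ST.

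A mean count of at least 10 gave 23291, 23554 and 22978 expressed transcripts in LE, GE and ST, and a mean of at least 1 TPM gave 18144, 18846 and 17989. LE-specific transcripts were 737 and 644. The share of the squared distance between P4 groups was 14.6% to 22.7% in GE and 14.7% to 21.0% in ST with 1 cow left out, and the test in GE passed only without cow 10 (22.7%). The first 2 components held 45.1% over all tested transcripts and 62.4% on log2(TPM + 1). ENSBTAT00000087134.1 passed in 9 of 9 other settings and with each of 13 cows left out, ENSBTAT00000048571.4 in 8 and 12, and ENSBTAT00000075107.1 in 7 and 3, with no change of sign. Tests of gene lists, the interaction with the title letter, and LE without cow 9 were not run: the files hold no gene names, the cow block absorbs the letter, and no high P4 sample of LE is left. In simulated counts, a log2 change of 1 was recovered for 11.2% of transcripts between GE and ST and a log2 change of 2 for 45.5%.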

Differences from the paper's values

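The paper's counts are of genes and those here are of transcripts, so they are not on the same level; the paper's threshold, an adjusted p of at most 0.05, was kept. With P4, the paper reports 386 DEGs in GE and 205 in ST, and edgeR called 0 and 49 transcripts (2559 in GE at an unadjusted p under 0.05). The paper lists 110 in LE in its supplement, and 38 were called. For the interaction the paper reports 6 and 0 were called (883 at an unadjusted p under 0.05); for both GE and ST the paper reports 21 and 0 were called. Of the alternatives set before the data were examined, leaving out cow 10 brought the count in LE (81), and leaving out cow 4 (7) or cow 9 (9) the count of the interaction, within 1.5 times the paper's; in each of these fits of the interaction, 1 high P4 cow is left with both cell types. None of the others did for LE or the interaction, and none at all did for GE, ST or both, among them DESeq2 (587, 424, 519, 93 and 74) and DESeq2 with length offsets, no filter and no block (601, 441, 533, 167 and 78). Leaving out high P4 cows with DESeq2, chosen after seeing the values, gave 401, 340, 545 and 456 in GE without cow 2, 4, 5 and 9, all within 1.5 times the paper's count, and 256 to 439 in ST, where only 256, without cow 4, is; how many of the paper's genes are among them is unknown because the transcripts carry no gene names.

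The paper reports that 58% of the DEGs in ST were higher with P4, and here 95.9% were. Of the alternatives set before the data were examined, the edgeR test without cow 4, with 75% of 8 transcripts, lies within 1.5 times the paper's value, and the others do not. If the sign of the listed test statistic were taken in place of the fold change, the paper's share would be 42.4%, and DESeq2 (38.4%) and DESeq2 with length offsets, no filter and no block (37.6%) would lie within 1.5 times of it, as would DESeq2 without cow 2, 5 or 9, chosen after seeing the values. The paper states that high P4 went mostly with lower expression in GE and with higher expression in ST. Here edgeR gave no majority in GE and mostly higher transcripts in ST, DESeq2 mostly lower in both (81.3% and 61.6%), and voom mostly higher in both. In the paper's table 72.5% of the genes in GE are lower by the listed fold change, as most are with DESeq2; by the sign of the listed test statistic 27.5% would be lower, against the majority with DESeq2, so that turning the sign brings DESeq2 nearer to the paper in ST and farther from it in GE. The slope of GE on ST changes was 0.348 with DESeq2 and could not be computed with edgeR. For its 21 common DEGs alone, the paper states that the effect was similar in both cell types.

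For expression above 10 TPM the paper reports 15420, 15555 and 15308 genes in LE, GE and ST, and 8137, 9033 and 8309 transcripts passed. The alternative of at least 1 TPM, with 18144, 18846 and 17989, lies within 1.5 times the paper's counts. A mean count of at least 10, with 23291, 23554 and 22978, lies just beyond, and the median TPM lies farther off. Since transcripts are set against genes, this limit cannot tell which threshold the paper's counts follow. The share expressed in all cell types was nearest to the paper's 88.8% with the mean count, at 81.6%. It was 77.3% with 1 TPM and 64.9% with 10 TPM. As specific, the paper reports 274 (1.78%), 280 (1.80%) and 346 (2.26%), and 413 (5.08%), 814 (9.01%) and 694 (8.35%) were found. For LE the median TPM, with 312, lies within 1.5 times the paper's count; the other alternatives do not, and for GE, ST and the shares none does. The paper's count of specific genes was highest in ST, and here it was highest in GE by mean TPM and in ST by mean count.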

Other observations

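The counts of the paper's lists, the overlap with the paper's epithelial genes, the unit of Supplementary File 1 and the DESeq2 form of the LE test were tests chosen only after the result was seen.

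In the paper's Supplementary File 4, genes of cell division are among those listed as lower in GE with high P4: of 37 proliferation genes in a list fixed before the data were examined but after the paper's tables had been seen, the paper lists 16 as lower and 0 as higher in GE, and 0 in ST. Its log2 fold changes were -4.57 for CDC20 and MKI67, a marker of dividing cells, and -4.41 for TOP2A, a topoisomerase of replicating cells. Of 12 tubulins, the paper lists 4 as lower in GE and TUBB as lower in ST as well. Of 18 genes of matrix proteolysis, it lists MMP9 (-17.68) and MMP13 (-16.42) as lower in GE and MMP3 (-27.17) as lower and ADAMTS1 (1.83) as higher in ST. The oxytocin receptor OXTR was lower in both (-4.22 in GE and -2.76 in ST), the estrogen receptor ESR1 lower in GE (-1.56), OXT lower in ST (-5.88) and ESR2 higher in ST (4.52). Among 22 genes of motile cilia, CCNO was lower in GE (-5.84) and SPAG6 higher in ST (5.42). Of 20 genes of uterine secretions, VEGFA was lower in GE (-1.51), and RPL8 was the ribosomal protein listed in both (-0.91 and -0.93). Of 26 interferon-stimulated genes the paper lists 0 in GE and in ST. Of the marker lists, the paper's ST genes hold OVOL2 of 20 epithelial markers (3.33), MS4A1 of 6 B and plasma cell markers (-3.89) and CD53 of 5 pan-leukocyte markers (-1.55), and 0 of the markers of stromal fibroblasts, smooth muscle and pericytes, endothelium, macrophages, T and NK cells, neutrophils and red blood cells; its GE genes hold 0 of any of these lists. These are the paper's values, with directions as the listed fold changes give them, and none could be tested on the counts. Each direction would turn if the sign of the listed test statistic were taken, the 16 proliferation genes in GE included. The counts bear on the sign only through the shares given below, and not gene by gene.

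Of the paper's 118 genes higher in ST with P4, 46 are also on its list of 341 genes that go with the epithelial side of its first dimension, among them FOXA2, ESR2, MEP1B and LRP2, and so is 1 of its 87 lower genes. The shares of higher and lower genes differed in ST (Fisher's exact test, p = 2.9e-12). Genes of that list are lower in ST than in epithelium and have little room to fall there, so no conclusion is drawn from this difference. In GE the list holds 1 of 106 higher and 12 of 280 lower genes (Fisher's exact test, p = 0.12). Higher and lower are as the listed fold changes give them, and would change places if the sign of the listed test statistic were taken. In the counts, 107 of 163 DESeq2 rises and 38 of 261 falls in ST were at least 5 times higher in epithelium. With the listed sign the paper's ST genes lean the same way, and with the turned sign the opposite way. By the majority direction, DESeq2 was nearer to the listed sign in GE and to the turned sign in ST.

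ENSBTAT00000087134.1, the transcript with the largest rise in ST among those whose high and low P4 samples do not overlap and whose mean CPM is at least 1, had a CPM of 2.69 in the single LE sample with high P4.

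That LE of the high P4 cow changes as GE does was tested on the 456 transcripts that DESeq2 called in GE without that cow. The share with the same sign in its LE was 64.7%, while low P4 cow 10 taken in its place gave 72.4%, so the test leaves this open; the planned form with edgeR rested on 3 transcripts.

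It may be that in Supplementary File 1 the listed values are mean counts and not TPM. Multiplied by the number of samples of the cell type, 899 of 899 (100%) were whole to the digits given, while multiplied by that number plus 1, 15.3% were whole for LE and 20% for ST. For GE this comparison gives no decision. In Supplementary File 4 the sign of the test statistic is opposite to that of the fold change in all 386 genes of GE, 205 of ST and 110 of LE, and in 0 of 812 of the interaction.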
